# A Novel Statistical Algorithm for Gene Expression Analysis Helps Differentiate Pregnane X Receptor-Dependent and Independent Mechanisms of Toxicity

**DOI:** 10.1371/journal.pone.0015595

**Published:** 2010-12-21

**Authors:** M. Ann Mongan, Robert T. Dunn, Steven Vonderfecht, Nancy Everds, Guang Chen, Cheng Su, Marnie Higgins-Garn, Yuan Chen, Cynthia A. Afshari, Toni L. Williamson, Linda Carlock, Christopher DiPalma, Suzanne Moss, Jeanine Bussiere, Charles Qualls, Yudong D. He, Hisham K. Hamadeh

## Abstract

Genome-wide gene expression profiling has become standard for assessing potential liabilities as well as for elucidating mechanisms of toxicity of drug candidates under development. Analysis of microarray data is often challenging due to the lack of a statistical model that is amenable to biological variation in a small number of samples. Here we present a novel non-parametric algorithm that requires minimal assumptions about the data distribution. Our method for determining differential expression consists of two steps: *1*) We apply a nominal threshold on fold change and platform p-value to designate whether a gene is differentially expressed in each treated and control sample relative to the averaged control pool, and *2*) We compared the number of samples satisfying criteria in step 1 between the treated and control groups to estimate the statistical significance based on a null distribution established by sample permutations. The method captures group effect without being too sensitive to anomalies as it allows tolerance for potential non-responders in the treatment group and outliers in the control group. Performance and results of this method were compared with the Significant Analysis of Microarrays (SAM) method. These two methods were applied to investigate hepatic transcriptional responses of wild-type (PXR^+/+^) and pregnane X receptor-knockout (PXR^−/−^) mice after 96 h exposure to CMP013, an inhibitor of β-secretase (β-site of amyloid precursor protein cleaving enzyme 1 or BACE1). Our results showed that CMP013 led to transcriptional changes in hallmark PXR-regulated genes and induced a cascade of gene expression changes that explained the hepatomegaly observed only in PXR^+/+^ animals. Comparison of concordant expression changes between PXR^+/+^ and PXR^−/−^ mice also suggested a PXR-independent association between CMP013 and perturbations to cellular stress, lipid metabolism, and biliary transport.

## Introduction

Microarrays are now the preferred technology in many biological applications ranging from functional characterization of genes and pathways to classification of disease signatures for diagnostic and prognostic purposes. Within the field of toxicogenomics, genome-wide gene expression data have been widely used to assess potential toxicity as well as to elucidate mechanisms of toxicity of drug candidates [1]–[4]. The growing number of applications and wide adoption of microarray data have in turn fueled the development of analysis methods devised to extract information from these datasets [5]. While earlier studies were often complicated by technical inconsistencies, microarray data have become significantly more reliable and reproducible [6], [7]. In fact, analysis of reference mRNA obtained from mixed rat tissues processed over a multi-year period by Amgen and several external facilities has consistently shown relatively high sensitivity and specificity [8], [9]. However, even with highly improved technology, the microarray community continues to struggle with the analysis, interpretation, and extraction of biologically relevant knowledge from the large volume of expression measurements. Much work has been invested in developing models and algorithms for these purposes and their levels of complexity have tended to increase over time. Unfortunately, however, the increased level of algorithmic complexity does not always translate to improved biological understanding [10]. In particular, many model-driven methods often assume certain distributions for the data that are either not true or not easily verifiable. Furthermore, while most existing statistical models perform well with simulated data, they often are too sensitive to what is generally considered an acceptable level of biological variation.

Our goal here is to devise a method that requires fewer assumptions about intensity distribution of genes and therefore can be described with an intuitive mathematical model. The method is meant to capture group effects without being too sensitive to anomalies in a small subset of subjects. Such tolerance is necessary because biological variation is typically large due to uncontrollable variables resulting both from inherent heterogeneity and technical procedures during the course of experiments. Therefore, it may not be desirable to penalize large variations in the amplitude of gene expression as long as the changes relative to the control group are in the same direction across the majority of animals. Our approach leverages the platform p-value [11] and fold change cutoffs to designate whether changes in a gene constitute biologically differential expression between each treated sample relative to the vehicle-control pool. The significance of the group effect for the gene is then estimated by comparing the number of changed samples observed between the two groups. In particular, the algorithm involves two steps:

1. A nominal threshold of 1.25 fold change and platform p-value [11] of 0.1 were used to designate whether a gene displays differential expression in each treated and control sample relative to the averaged control pool.
2. False discovery rate was estimated based on the probability of encountering the observed number of differentially expressed samples in the treated group, given the total number of observed differentially expressed samples in both groups, under the empirically determined distribution derived from the null hypothesis that the differentially expressed samples are equally distributed in both groups.

Thresholds on fold change and p-values were set to values we believed would likely translate to biological significance from our experience with similar toxicology studies. Performance of this method was compared with the popular microarray analysis method Significant Analysis of Microarrays (SAM) [12]. The two methods were applied to investigate the role of pregnane X receptor (PXR) in hepatic toxicities induced by CMP013, a small molecule inhibitor of β-secretase (BACE1) enzyme. BACE1, the first of the two proteases that cleaves amyloid precursor protein, is believed to be a prime drug target for Alzheimer's disease [13]–[15]. Early toxicology screening with CMP013 in rats revealed prominent effects in the liver including hepatomegaly (liver weight nearly 2x above control) with histological correlates of increased mitotic figures, vacuolation, and hepatocellular hypertrophy. *In vitro* data suggested that CMP013 might be an agonist for PXR and we hypothesized that this nuclear receptor was at least partially responsible for the potent hepatic effects noted in 4-day rat toxicology studies. To further evaluate the role of PXR in mediating mechanisms of toxicity by CMP013, a subsequent 4-day toxicology study with CMP013 was carried out with wild type (C57Bl/6) and PXR-knockout (C57Bl/6NTac) mice (Table 1) to confirm that mice respond to CMP013 in a manner similar to rats. Following confirmation of CMP013-mediated hepatic effects in C57Bl/6 mice (Figure 1), gene expression data was generated from liver tissue of these animals for mechanistic investigation. Specifically, the data from this knock-out study allowed us to differentiate PXR-dependent and independent mechanisms of this BACE1 inhibitor in mediating the observed hepatotoxic effects.

**Figure 1:**
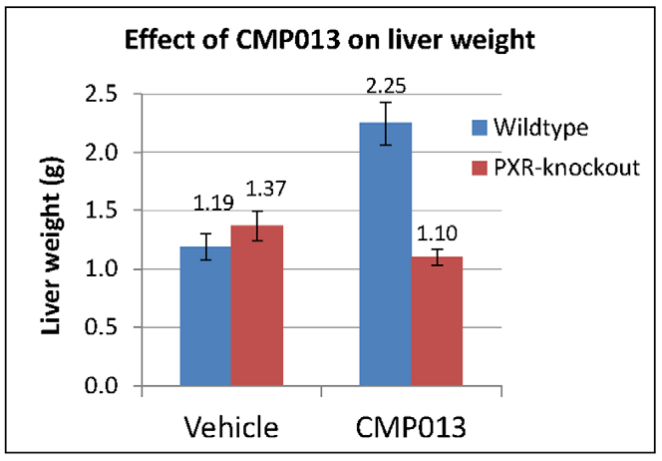
Effect of CMP013 on liver weight of wild type and PXR-knockout mice. Wild type mice showed similar liver weight increase as previously observed in Sprague Dawley rats; such increase was absent in the knockout strain.

**Table 1:** Study Design.

Strain	Test Article	Dose level (mg/kg/day)	Dose volume (mL/kg)	Concentration (mg/mL)
C57Bl/6 (WT)	Vehicle^a^	0	10	0
C57Bl/6 (WT)	CMP013	150	10	15
C57Bl/6NTac (PXR-KO)	Vehicle^a^	0	10	0
C57Bl/6NTac (PXR-KO)	CMP013	150	10	15

All animals were 9-week old males at initiation of treatment. Mice were dosed via oral gavage every 24 h and euthanized at 96 h. Each of the following groups contains 5 animals.

a 2% HPMC/1% Tween 80 in DI water, pH 2.2. adjusted with methanesulfonic acid.

## Materials and Methods

### Ethics Statement

All animals were handled in strict accordance with good animal practice as defined by the relevant national and local animal welfare bodies, and all animal work was approved by the Amgen's Institutional Animal Care and Use Committee under IACUC protocol 2008-00174.

### *In vivo* study

Two groups of mice, C57Bl/6 (PXR^+/+^) and PXR-knockout C57Bl/6NTac (PXR^−/−^), were administered by oral gavage either CMP013 or vehicle (2% HPMC/1% Tween 80 in DI water, pH 2.2. adjusted with methanesulfonic acid) according to dose levels outlined in Table 1. Food (irradiated Harlan Teklad rodent maintenance diet) and water were available *ad libitum* during the study except for the last 3–4 h prior to necropsy during which animals were fasted and only water was available. Actual food intake and water consumption were not monitored for individual animals during the course of study. At 96 h, all animals were euthanized via CO_2_ asphyxiation followed by exsanguination. Liver samples were promptly collected and frozen until ready for RNA extraction.

### RNA Isolation

Total RNA was isolated from pieces of mouse liver according to the RNeasy extraction procedure (Qiagen, Valencia, CA). Tissues were homogenized in QIAzol lysis buffer using the GenoGrinder 2000 homogenizer (SPEX SamplePrep, Metuchen, NJ). Samples were processed on the Qiagen BioRobot Universal system according to the manufacturer's instructions. An on-column DNase digestion was performed to remove any residual genomic DNA contamination. RNA concentration and yield were measured spectrophotometrically using the Nanodrop instrument. Quality of the nucleic acid samples was evaluated with the RNA 6000 Nano chip kit (Agilent Technologies, Expert software). Quality of samples was verified with distinct ribosomal 18S & 28S peaks, low baseline, and high RIN values (PXR^+/+^: 9.3-10; PXR^−/−^: 8.7-9.6).

### Gene expression data generation

Liver RNA from individual mice was profiled separately on the Affymetrix GeneChip® platform without technical replication. Microarray profiling was performed by Cogenics (Morrisville, NC). Briefly, 1 µg of total RNA was reverse transcribed to double stranded cDNA with the BioarrayTM Single-Round RNA Amplification and Labeling Kit and biotinylated cRNA was generated using the BioArray™ HighYield™ RNA Transcript Labeling Kit (Enzo Life Sciences, Farmingdale, NY). For each sample, 10 µg of biotinylated cRNA spiked with hybridization controls (bioB, bioC, bioD and cre) was hybridized to an Affymetrix Mouse 430_2 microarray for 16 h at 45°C. Following hybridization, arrays were washed and stained in an Affymetrix GeneChip Fluidics Station and scanned with a GeneChip® Scanner 3000 (Affymetrix, Santa Clara, CA). Quality checks and data analyses were carried out using Affymetrix GeneChip Operating Software (GCOS) and Quality Reporter. All data were MIAME compliant and raw data (cel files) have been deposited to a MIAME compliant database, GEO, accession GSE23780.

### Gene expression analysis

#### Analysis with the proposed method

Log-ratios of gene expression data and associated platform p-values [11] were generated in the Rosetta Resolver System (Rosetta Biosoftware, Seattle, WA, version 7.2) for all profiles relative to strain-matched vehicle-treated controls. For each Affymetrix sequence (or probe set), log-ratio was defined to be the log_10_ of the intensity ratio of each animal (either treated with vehicle or CMP013) to the mean intensity of that sequence across the five profiles in the corresponding vehicle control group. To identify differentially expressed sequences due to CMP013 treatment, we carried out a two-step non-parametric statistical analysis, which was applied to data from wild type (WT) and PXR-knockout (PXR-KO) mice separately. This analysis was performed in the programming language R.

Step 1: Counting the number of samples in which a sequence i showed differential expression based on platform p-value and fold change. For each sequence, we identified the number of samples that satisfy |log-ratio|≥0.097 (equivalent to a fold change cutoff of 1.25) and platform p-value ≤0.1. The number of animals passing this criterion was counted separately for the vehicle and the CMP013-treated groups (Equation 1)
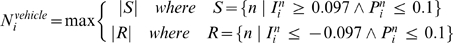
(1)where 

 is the log-ratio intensity of gene *i* measured in animal *n,* 

is the associated p-value of gene *i*, and 

 represents the number of animals satisfying the above conditions for sequence *i* in the vehicle group. 

 is defined similarly for animals in the treatment group. |S| represents the number of animals in which sequence *i* was potentially *up-regulated* relative to the control pool, while |R| represents the number of animals in which that sequence was potentially -*down-regulated*. For each of WT or PXR-KO dataset, this step produced two vectors of length equal the number of sequences on the GeneChip® (Figure 2). In cases where |S| = |R|, i.e., the genes show increased and decreased expression in equal number of animals, such expression change was designated non-interpretable and step 2 was not necessary.

**Figure 2:**
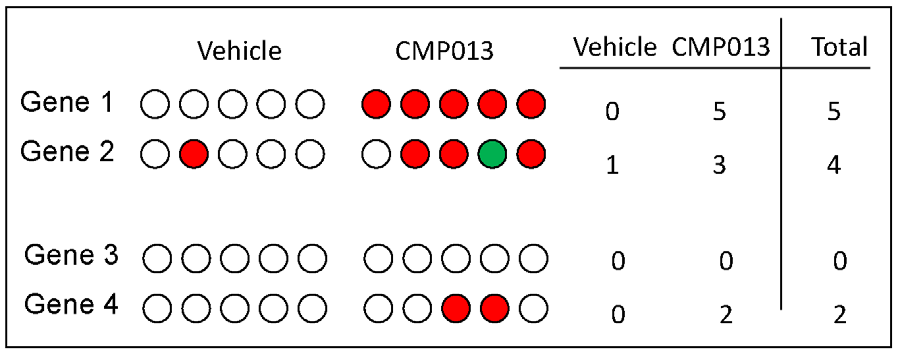
Counting procedure defined by step 1. In this diagram, colored circles represent profiles (animals) in which a sequence *i* satisfies |fold change|≥1.25 and platform p-value ≤0.1, while open circles represent samples that do not. A red circle symbolizes up-regulation and a green circle symbolizes down-regulation. The counting step simply records a sum of the number of profiles showing changed in the same direction.

Step 2: Estimate of statistical significance for group difference between treatment and vehicle. A gene is identified as having significantly altered expression by CMP013 treatment if a significantly greater number of animals in the treatment group satisfy the criteria in step 1 as compared to those in the control group. In other words, we need to evaluate the probability of getting a pairing of (

,

) by chance. The null hypothesis for a sequence *i* is that, for a given

 = *t*, the numbers of animals that satisfied conditions in step 1 are equally distributed between the vehicle (

) and treated group (

) (Equations 2–4). The values for *t* range from 0–9 because conditions for significance are set relative to the mean of the control group and thus the maximal significant samples from this group is 4.
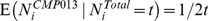
(2)

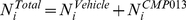
(3)

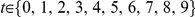

A sequence *i* is deemed significantly differentially expressed by CMP013 if 

 is equal or larger than a cutoff, which is determined by controlling the false discovery rate (FDR). A null distribution was created by permuting the profile labels among vehicle and treated groups 252 times (exhaustive combinations) and re-computing step 1 on this randomized data. For a given number of significant samples *j* in treated group, with 

 = *t*, the FDR is given by Equation 4.
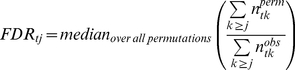
(4)

The denominator in the fraction represents the number of genes that would be considered significant from observed data; the numerator represents the number of genes considered significant from permutation. Sequences with *FDR_tj_*≤0.05 were considered statistically significant (Table 2).

**Table 2:** False discovery rate (FDR) estimated based on wild-type (A) and PXR-knockout (B) data.

A	WT	0	1	2	3	4	5
	**0**	1					
	**1**	1	0.558				
	**2**	1	0.827	0.227			
	**3**	1	0.925	0.500	0.058		
	**4**	1	0.975	0.781	0.183	0.001	
	**5**	1	0.993	0.983	0.484	0.003	0
	**6**	1	0.993	0.990	0.692	0.044	0
	**7**	1	0.980	0.980	0.843	0.144	0
	**8**	1	0.947	0.947	0.842	0.333	0
	**9**	1	1	1	1	0.5	0

Each value F*_ij_* in the table indicates the FDR for a gene found to be differentially expressed (based on fold change and platform p-value cutoffs) in *j* samples of the CMP013 treatment group out of *i* samples that are differentially expressed in both groups. Underlined values correspond to cases where the genes would be considered statistically significant at FDR≤0.05. FDR = 0 corresponds to events that were not observed in permutated data.

#### Analysis with SAM

SAM analysis was carried out using the method *sam* in the Bioconductor [16] package *siggenes*. The input was a data frame containing log_2_ intensity of 10 profiles (vehicle and treatment) in either the WT or PXR-KO dataset. The class label was a vector of 10 elements, assigning zeros for vehicle and ones for treatment profiles. The default method *d.stat* (a modified t-test) as defined by Tusher *et. al.* [12] was applied as the test statistics. The output of *sam* was a table containing a list of 10 delta cutoffs, the number of genes deemed statistically significant at these cutoffs and associated FDR. We used this table to fine tune delta values so that the final FDR was <10% below the desired FDR of 0.05. The resulting gene lists for both WT and PXR-KO data were used for pathway analysis.

### Pathway Analysis

Pathways associated with differentially expressed genes identified by our proposed algorithm and SAM were analyzed using the Tox Analysis function in IPA (Ingenuity Systems, Redwood City, CA) [Application version: 8.0, Build: 82437; Content version: 2602]. Canonical pathways and tox list (list of genes associated with toxicities as determined by IPA) with p-value ≤0.05 were deemed significantly perturbed pathways.

## Results

### Identification of differential expressed genes due to CMP013 treatments

#### Results obtained with current method

The Mouse Affymetrix 430_2 GeneChip® contains 45,037 probe sets, which we refer to as sequences in this paper. 

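For each animal the deposited table holds the log10 ratio of its signal to the mean of the 5 vehicle animals of the same genotype, and it was used as the authors deposited it, after conversion to log2. It holds 20 arrays, 1 per mouse, in 4 groups of 5: vehicle and CMP013 in WT mice and vehicle and CMP013 in PXR-KO mice. Of its probe sets, 34945 name 1 gene, 932 name several and 9160 name none, and together they cover 18193 genes. No value is missing, and 7 values stand at the limit of the scale (log10 ratio of 2 in size). Because every ratio is taken within a genotype, the effect of the knockout itself in vehicle mice was not analysed here. Here log2 fold changes are CMP013 minus vehicle, tested with limma in each genotype, and the difference is the WT response minus the PXR-KO response. Averaged fold changes are means of the ratios to the vehicle mean over the 5 treated animals, or of the inverse ratios with a minus sign for a decrease. A gene is said to rise, fall or change where its probe set has an adjusted p under 0.05. A call is said to be lost without an animal where it no longer passes in the fit without that animal. Leaving out any animal makes the group smaller and moves the cutoff of the adjustment. A lost call near the threshold therefore does not show that the animal drove the result. Gene groups were written from general knowledge of liver biology, with 1 probe set per gene, and were tested with camera. Many stand for pathways that the paper names from these same arrays. For those groups the camera tests are not independent evidence. Probe sets of the genes the paper names were taken from Data S1 where its used part lists them and otherwise by the rule of the gene groups, and of Data S1 the first 1998 lines of each of 2 sheets were used and 4577 and 4857 further lines were not. The labels give the background of the PXR-KO mice as C57BL/6NTac in 1 field and as C57BL/6 in another, and the paper gives C57Bl/6NTac for them and C57Bl/6 for the WT mice, so genotype and background are not separated.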

The principle component analysis (46% explained, Figure 3) of these sequences, based on quantile-normalized intensity data, showed that separation was observed for animals treated with vehicle vs. CMP013. 

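In both genotypes the treated livers parted from the vehicle livers, and the 2 genotypes moved to opposite ends of the first component. WT mice given CMP013 scored 56.8 to 100 on it against -21.7 to 4.38 for their vehicle animals. PXR-KO mice given CMP013 scored -66.3 to -28.6 against -24.7 to 7.93. Each separation has the smallest p that 5 against 5 animals can give (exact two-sided permutation p = 0.00794, 252 permutations, adjusted p = 0.0159 over 6 tests). The first 3 components, computed here on the log2 ratios, hold 22.7%, 14.7% and 9.86% of the variance (47.3% in all). On the second component 4 vehicle animals stand apart, WT vehicle replicates 3 and 4 and PXR-KO vehicle replicates 2 and 4, and the treated groups were less clearly parted there (exact permutation p = 0.0476 in WT and 0.0397 in PXR-KO mice, adjusted p = 0.0571). On the third, the PXR-KO groups separated (exact permutation p = 0.00794) and the WT groups did not (0.103). With the log ratios quantile normalized and the components computed anew, the permutation p for the first component was 0.262 in WT and 0.0952 in PXR-KO mice. Quantile normalization gives all arrays the same spread. Before it, the standard deviation of the log2 ratios was 0.334 to 0.463 in vehicle and 0.467 to 0.704 in treated animals. It can therefore take out part of the response itself, so lower separation or counts under it do not settle how robust the response is.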

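In WT mice the apoptosis repressor Nol3 rose (averaged fold change 20.2 ± 1.9 SD, n = 5, log2 fold change 4.35, standard error 0.13, adjusted p = 1.41e-07) and the sulfotransferase Sult2a2 rose (averaged fold change 18.1 ± 13.2 SD, n = 5, log2 fold change 3.84, standard error 0.39, adjusted p = 0.000243). The carbonic anhydrase Car14 fell (averaged fold change -8.25 ± 4.67 SD, n = 5, log2 fold change -2.90, standard error 0.28, adjusted p = 0.000189), as did Socs2, a feedback inhibitor of growth hormone signaling (averaged fold change -7.83 ± 3.56 SD, n = 5, log2 fold change -2.78, standard error 0.35, adjusted p = 0.000834). None of these 4 passed the test in PXR-KO mice, and for each the responses of the 2 genotypes differed (differences 4.16, adjusted p = 9.05e-11; 3.80, adjusted p = 2.35e-05; -2.54, adjusted p = 0.000289; -3.47, adjusted p = 0.00253). In PXR-KO mice the macrophage elastase Mmp12 rose (log2 fold change 4.75, adjusted p = 0.00396) and the fatty acid binding protein Fabp5 fell (log2 fold change -4.09, adjusted p = 0.00116), each with a smaller change in the same direction in WT mice (log2 fold change 1.72, adjusted p = 0.0215, for Mmp12, and -0.75, adjusted p = 0.0496, for Fabp5) and with a response that differed (differences -3.02, adjusted p = 0.0132 and 3.34, adjusted p = 9.63e-05). The WT call of Mmp12 was lost without WT vehicle replicate 3 or 4 or WT CMP013 replicate 3 (adjusted p 0.0109 to 0.0512 over the 10 cases), and that of Fabp5 was lost without any 1 of the 10 animals except WT vehicle replicate 5 and WT CMP013 replicate 3 (adjusted p 0.0103 to 0.107 over the 10 cases). Ildr2 rose in both, 0.89 in WT (adjusted p = 0.00351) and 3.34 in PXR-KO mice (adjusted p = 0.00124). In all, limma called 6480 probe sets in WT mice (3453 higher and 3027 lower, 1366 of at least 2-fold) and 1645 in PXR-KO mice (953 higher and 692 lower, 522 of at least 2-fold). The WT and PXR-KO counts were 1773 and 495 with quantile normalization of the log ratios, 3026 and 119 with the replicate number as a block, and 3308 and 363 without 4 vehicle animals that stand apart. The PXR-KO count was 846 without PXR-KO vehicle replicate 2, 862 without PXR-KO vehicle replicate 3, 859 without PXR-KO vehicle replicate 4, 831 without PXR-KO vehicle replicate 5, 913 without PXR-KO CMP013 replicate 1, 698 without PXR-KO CMP013 replicate 2 and 620 without PXR-KO CMP013 replicate 4, and with trend and robust variances it was 0, with 8806 probe sets at an unadjusted p under 0.05. With trend and robust variances the smallest adjusted p of limma in PXR-KO mice was 0.0536, just above the threshold, so this 0 is not an absent response. The trend there follows the mean log ratio, which holds part of the treatment effect. In centroid distance over all probe sets, treated and vehicle mice lay 99.9 log2 units apart in WT and 83.7 in PXR-KO mice. With the spread between animals taken out, these distances were 82.3 and 63.2. Within the groups, distances to the group's own mean were 75.1 to 83.3.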

In fact, the effect of CMP013 treatment appeared much larger than the effect of knocking out PXR, highlighting the fact that this compound modulated a relatively large number of genes in mouse liver.

**Figure 3:**
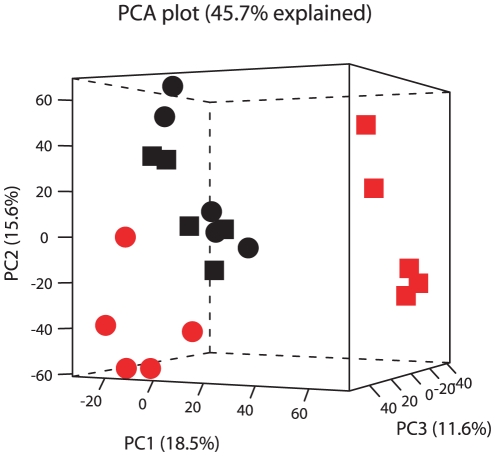
Principle component analysis. The first three principle components are based on log_2_ intensity and shown as four groups: (□) WT, (O) PXR-KO, black: vehicle, red: CMP013 treatment.

Log-ratio data and associated platform p-values for all sequences were generated in Rosetta Resolver (version 7.2). Results with the current method showed that CMP013 led to 4,213 and 3,369 differentially expressed sequences in the livers of WT and PXR-KO mice, respectively (Figure 4, Data S1). 

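Among the measured values, the responses of the 2 genotypes parted most at Cyp2c55, a P450 gene that rose in WT mice (log2 fold change 5.90, standard error 0.0971, adjusted p = 1.3e-09) and fell in PXR-KO mice (log2 fold change -3.92, standard error 0.51, adjusted p = 0.00492). Cyp2b10 stands at the limit of the scale in 2 treated WT animals. Its difference is a lower bound (at least 7.80), so its rank against Cyp2c55 is not settled. At Meig1, Snhg11 and Olah, the last a medium-chain thioesterase, the WT response exceeded the PXR-KO response by 7.42, 4.69 and 4.06 log2 units (adjusted p = 3.53e-08, 5.56e-09 and 9.81e-05). In the other direction stand the macrophage receptor Marco, which rose in PXR-KO mice (log2 fold change 4.22, standard error 0.64, adjusted p = 0.00894, difference -4.11, adjusted p = 0.00404), and S1pr5 (log2 fold change 2.05, standard error 0.28, adjusted p = 0.00585, difference -3.20, adjusted p = 0.0118). In all, the responses differed at 4936 probe sets (limma, 2464 higher and 2472 lower in WT than in PXR-KO mice), 1702 of them by at least 2-fold, and the count was 3908 to 5120 with each of 20 animals left out in turn, 1231 with quantile normalization, 2497 with the replicate number as a block and 2544 without 4 vehicle animals that stand apart. Written out without the platform p-values, which were not used here, the counting method called 5651 sequences in WT and 2017 in PXR-KO mice. Of these, limma also called 4348 and 1158. The PXR-KO count was 1301 without PXR-KO CMP013 replicate 2, 3473 without PXR-KO CMP013 replicate 3 and 1218 without PXR-KO CMP013 replicate 4. It was 1399 at a threshold of 1.5-fold, 622 with ratios rebased in permuted data and 1144 with quantile normalization. The WT count was 5018 to 5839 with 1 animal left out, 2943 at 1.5-fold, 3126 with rebased ratios and 1995 with quantile normalization.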

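In WT mice 3126 of the sequences called by counting (55.3%) passed the 1.25-fold threshold in all 5 treated animals and 2525 in 4. The probe sets called by limma show a similar pattern, 3927 (60.6%) past it in all 5 animals, 1485 in 4 and 651 in 3. Hectd2os, an antisense transcript, had log2 ratios of -5.36 to -3.02 in the 5 treated WT animals (adjusted p = 0.00015), and the potassium channel gene Kcnq3 had -3.78 to -1.19 (adjusted p = 0.00207). Treated and vehicle animals did not overlap at all at 6637 probe sets in WT mice (14.7%, against 0.794% by chance).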

In the WT model, the majority of sequences differentially expressed by CMP013 were changed in all five animals in the treatment group. 

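In PXR-KO mice no sequence changed in only 3 treated animals reached a false discovery rate of 0.05 by counting (median over 252 permutations, rate 0.13 where no vehicle animal passed the threshold). The called sequences passed it in 4 (909) or in all 5 treated animals (1108, 54.9%). Over all probe sets on the array, whether called or not, 7307 changed in 3, 4268 in 4 and 2394 in all 5 treated PXR-KO animals, against 7790, 4836 and 4736 in WT mice. The growth-hormone dependent elongase Elovl3 and the glucuronosyltransferase Ugt2b38 are examples of decreases in every treated PXR-KO animal (log2 fold change -3.38, standard error 0.34, adjusted p = 0.0016 and log2 fold change -3.16, standard error 0.41, adjusted p = 0.00482), and both fell in WT mice too (-1.92 and -2.43, adjusted p = 0.0141 and 0.0171).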

In the PXR-KO model, however, the majority of differentially expressed sequences were changed in only three animals in the treatment group. This suggested that the transcriptional response to CMP013 in PXR-KO mice was less homogeneous than that in WT mice. 

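Which genotype had the larger spread between treated animals depends on the settings. The median standard deviation of the log2 ratios was 0.289 in treated WT and 0.252 in treated PXR-KO mice, against 0.246 and 0.268 in the vehicle groups. Over the probe sets called in each genotype, which are different sets, it was larger in treated PXR-KO mice (0.218 against 0.182), and so it was in the vehicle groups (0.194 against 0.158). Treated animals of the same genotype had a mean correlation of 0.506 in WT and 0.445 in PXR-KO mice, taken across probe sets and sharing the vehicle mean. The ratio of the 2 treated spreads (PXR-KO over WT, 0.873) was 1.05 without WT CMP013 replicate 5 and 0.793 without PXR-KO CMP013 replicate 3, and 1.08 with quantile normalization of the log ratios. WT CMP013 replicate 5 stands apart from the other treated WT animals, with a standard deviation of its log2 ratios of 0.704 and 57.9% of its probe sets beyond 1.25-fold. The share of limma calls that passed 1.25-fold in every treated PXR-KO animal depends on the fit: it was 76.3% with the genotypes fitted apart, above the WT share, and 47.3% with all 4 groups in one fit, below the WT share of 51.3% there.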

We speculated that the difference in group behaviors between the knockout and WT strains was a result of different compensatory mechanisms each knockout animal developed to compensate for the absence of PXR regulation. There was not sufficiently strong evidence to support this hypothesis in the current study, but we are investigating mouse strains with knockout of other nuclear receptors to determine if similar behaviors are exhibited. Nevertheless, our method is particularly well-suited for studies in both preclinical and clinical settings where subject-to-subject variation is relatively large. Overall, we identified 20% more differentially expressed sequences due to CMP013 treatment in the WT model as compared to the PXR-KO model. In addition, most of these sequences appeared to be strain-specific: 76% of sequences changed in the WT model were found only in this model and 70% of sequences changed in the PXR-KO model were unique to that model. 

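By each way of calling, CMP013 changed more of the liver transcriptome when PXR was present. The WT count exceeded the PXR-KO count by 180% with the counting method, by 118% with SAM and by 294% with limma. The counting value was 62.7% without PXR-KO CMP013 replicate 3 and 364% without PXR-KO CMP013 replicate 4, and it was 110% at a threshold of 1.5-fold, 74.4% with quantile normalization of the log ratios and 403% with ratios rebased in permuted data. With 1 animal of either genotype left out and the count of the other genotype kept, the SAM value ran from 34.7% (without WT vehicle replicate 1) to 501% (without PXR-KO CMP013 replicate 4), and the limma value from 189% to 945% without the same animals. The SAM value was 62.1% with quantile normalization of the log ratios, and the limma value was 160% with all 4 groups in one fit, 811% without 4 vehicle animals that stand apart and 2443% with the replicate number as a block. As genes, the limma calls are 4219 in WT and 1154 in PXR-KO mice.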

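Being called in 1 genotype is not yet a difference between genotypes, which has to be tested directly. The secreted phospholipase Pla2g5 and Gm10419, a predicted gene, rose in WT mice and their responses differed (log2 fold change 3.05, standard error 0.70, adjusted p = 0.0173, difference 4.77, adjusted p = 0.00304, and log2 fold change 4.02, standard error 0.16, adjusted p = 9.91e-07, difference 3.50, adjusted p = 5.81e-06). Ptdss2, a phosphatidylserine synthase, fell in WT mice (log2 fold change -3.11, standard error 0.26, adjusted p = 8.49e-05) and did not pass in PXR-KO mice, yet its difference did not pass the test either (-2.90, adjusted p = 0.0621). Of the 5906 probe sets that limma called in WT and not in PXR-KO mice, the responses differed at 2992 (50.7%), and of the 1071 called in PXR-KO and not in WT mice, at 539. By counting, 90.4% of the WT calls were made in WT mice alone and 73.2% of the PXR-KO calls in PXR-KO mice alone (1477 sequences).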

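Changes shared by the 2 genotypes were more frequent than 2 independent lists would give. By counting, 390 sequences changed in the same direction in both (6.9% of the WT calls), 171 up and 219 down, where independent lists of the same sizes would share 57.8 and 68.9. The number was 249 without PXR-KO CMP013 replicate 4 and 552 without PXR-KO CMP013 replicate 3, 222 at 1.5-fold and 142 with quantile normalization. A further 150 changed in opposite directions. Slc16a5, a monocarboxylate transporter, rose in both (2.25 in WT, adjusted p = 0.0173, and 2.99 in PXR-KO mice, adjusted p = 0.00457), as did Atp6v0d2, a proton pump subunit (1.05 and 1.80, adjusted p = 0.00447 and 0.00482). Cnmd fell in both (-2.04 and -3.40, adjusted p = 0.000199 and 0.00392).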

About 18% of the total number of differentially expressed sequences in WT mice were similarly modulated (either up-regulation or down-regulation) in PXR-KO mice; these sequences and associated genes were considered to represent PXR-independent effects.

**Figure 4:**
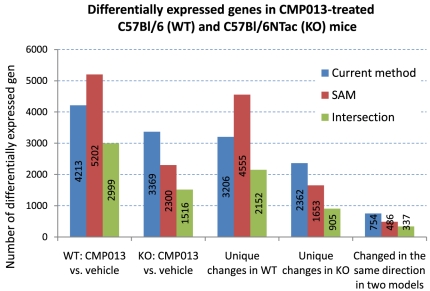
Differentially expressed genes in CMP013-treated C57Bl/6 (WT) and C57Bl6NTac (PXR-KO) mice. “CMP013 vs. vehicle” represents genes identified as differentially expressed due to CMP013 treatment; “Changed in WT model only” represent genes that are likely mediated by PXR in response to compound treatment; and “Changed in the same direction in two models” represents sequences that modulated by the compound independent of PXR regulation.

#### Comparison with results obtained with SAM

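At a false discovery rate of 5% with 100 permutations, SAM written out on the log2 ratios called 3615 probe sets in WT and 1662 in PXR-KO mice. The WT number was 2238 without WT vehicle replicate 1, 2355 without WT vehicle replicate 2 and 2331 without WT vehicle replicate 3, and the PXR-KO number was 700 without PXR-KO vehicle replicate 2, 1097 without PXR-KO vehicle replicate 3, 817 without PXR-KO vehicle replicate 4, 813 without PXR-KO vehicle replicate 5, 976 without PXR-KO CMP013 replicate 1, 666 without PXR-KO CMP013 replicate 2 and 601 without PXR-KO CMP013 replicate 4. With s0 = 0 the numbers were 8939 and 3383, with pi0 = 1 they were 2210 and 976, and with quantile normalization 645 and 398. Of the SAM calls, limma made 3266 and 1388 as well. Sult1e1, the estrogen sulfotransferase, was called by SAM in both genotypes, while limma called its rise in PXR-KO mice (log2 fold change 4.17, standard error 0.62, adjusted p = 0.00817) and not in WT mice (log2 fold change 1.88, standard error 0.57, adjusted p = 0.0538).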

SAM returned 5,202 differential expressed sequences in CMP013-exposed WT mice and 2,300 sequences in the PXR-KO mice (Figure 4, Data S1). That is, at a false discovery rate of 5%, SAM identified more sequences than our proposed method in the WT model, and we identified more sequences than SAM in the PXR-KO model. 

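Both methods called 2389 sequences in WT and 1020 in PXR-KO mice. The counting method called 56.3% more than SAM in WT mice and 21.4% more in PXR-KO mice in this table, an order that turns in both genotypes when SAM is run with s0 = 0. An example called by both in WT mice is Serpina12, the adipokine vaspin, which fell there (log2 fold change -2.80, standard error 0.32, adjusted p = 0.000437) and less in PXR-KO mice (log2 fold change -0.85, standard error 0.14, adjusted p = 0.0139, difference -1.95, adjusted p = 0.00167).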

In designing our analysis, we wanted to give considerations to both biological and statistical significance. The key difference between the proposed method and SAM is that our method used a threshold approach to determine biological significance and group effect to determine statistical significance determination. In addition, we did not penalize large variation of changes within the same treatment group as long as the changes were in the same direction. As a result, though SAM returned approximately 20% more statistically significant sequences than our method in the WT model; the vast majority of them (85%) did not satisfy a fold change cutoff of 1.25. 

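Called by SAM and not by counting in WT mice were 1226 sequences, with a median fold change of 2.43, and 0 of them changed by less than 1.25-fold, a share that rests on s0 and is 42.7% with s0 = 0. In PXR-KO mice they were 642, with a median fold change of 2.38. A large change that counting passed over is that of the replication helicase subunit Mcm6 in WT mice (log2 fold change 1.95, standard error 0.28, adjusted p = 0.00162).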

While such changes were sufficiently homogenous among animals in the same treatment group to achieve statistical significance; the increase or decrease might be too small to warrant biological difference. On the other hand, the proposed method identified 1,214 additional sequences that were not returned by SAM. These sequences were more likely to represent significant biological differences because their expression changes, though varied from animal to animal, were in the same direction. Furthermore, since there were more non-responders in the PXR-KO group, the current method was more sensitive than SAM and was able to return many sequences which did not express large differential expression in 1–2 animals. 

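Counting calls that SAM did not make numbered 3262 in WT mice, of smaller size (median fold change 1.43), and limma called 1999 of them (61.3%). Among them are genes of small change such as the hepatocyte nuclear factor Hnf4a, which fell (log2 fold change -0.45, standard error 0.11, adjusted p = 0.0199), and the fatty acid transporter Slc27a2, which fell too (log2 fold change -0.41, standard error 0.0665, adjusted p = 0.0029).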

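In PXR-KO mice 997 sequences were called by counting and not by SAM, with a median fold change of 1.41. Limma called 187 of them (18.8%). By SAM and not by counting, increases in PXR-KO mice included the lectin Clec4d of myeloid cells (log2 fold change 3.41, standard error 0.50, adjusted p = 0.00731) and the sodium channel gene Scn2a (log2 fold change 2.59, standard error 0.19, adjusted p = 0.000522).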

In other words, the SAM method is less sensitive when group behavior is less consistent. Heat maps of sequences identified only by the current method or SAM further illustrate the differences in results of the two methods (Figure 5 C–F). Panels C and E show that sequences found by our method have clear differential expression (due to fold change cutoff) as compared to the control group even when the magnitude of difference is relatively small. In contrast, panels D and F show that a portion of sequences identified by SAM do not display visible differential expression. That is, sequences identified only by our method cover a larger ranges of (unidirectional) fold changes, whereas those identified only with SAM were likely sequences that had less than 1.25 fold change but were consistent among all five animals in the treatment group. As noted earlier, sequences in this latter category could appropriately be considered to have statistically significant differences, but such differences may not be sufficient to constitute biological significance. It is, of course, up to the investigator to decide how much change would constitute biological difference, and the approach presented in this paper is designed to be amenable to such modification.

**Figure 5:**
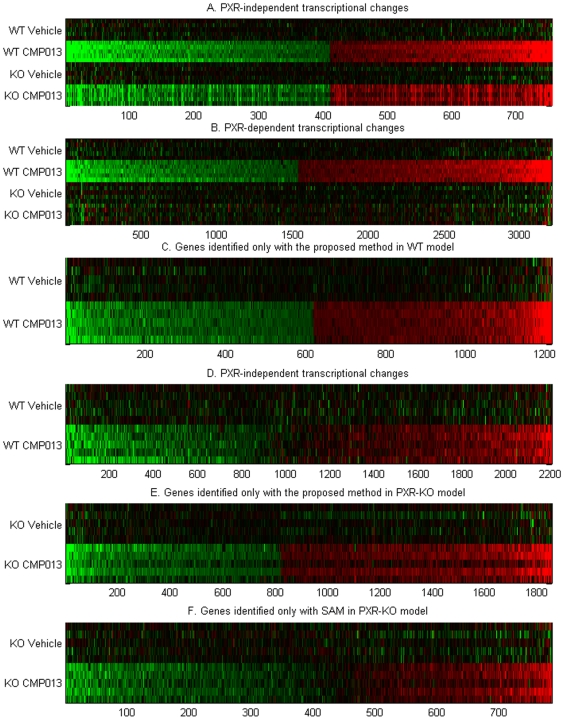
Heat maps of differentially expressed genes identified by the proposed method and SAM. Panels A and B show genes that transcriptionally respond to CMP013 treatment in a PXR-dependent and independent manners. Panels C and E show the subset of genes identified only by our proposed method and panels D and F show genes identified only by SAM.

### Transcriptional effects of BACE1 inhibitor CMP013

We grouped CMP013-modulated sequences into two categories: *A*) sequences uniquely changed in the WT model, i.e., PXR-dependent effects and *B*) sequences showing concordant changes between the WT and PXR-KO models, i.e., PXR-independent response to CMP013 treatment. Sequences in group *A* were found to be involved in PXR-mediated pathways, as their expression was modulated only in WT mice and unchanged in the knockout model (Figure 5A). 

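The paper takes sequences changed in WT mice and not in PXR-KO mice as likely to respond through PXR, and those changed in the same direction in both as responding independently of it. Tested directly, the responses of the 2 genotypes differ at 14 of 38 gene groups, and with an estimated correlation at 3 of them, the proteasome, Nrf2 target and G2/M groups. The paper names these 3 pathways from the same arrays, so their tests are not independent evidence. Known PXR and CAR targets are the first group to look at. Of the 36 measured ones, 23 rose, 2 fell and 11 did not pass the test (25 and 3 when adjusted over the list alone) in WT mice, with a median log2 fold change of 0.76 (adjusted p = 4.05e-14 from camera and adjusted p = 0.0348 with an estimated correlation). In PXR-KO mice 6 rose, 3 fell and 27 did not pass the test (7 and 5 when adjusted over the list alone), with a median of -0.044 and a positive mean of 0.0065 (camera, adjusted p = 0.6). The responses differed at 19 of the genes, 18 higher and 1 lower in WT mice (adjusted p = 1.83e-10 from camera and adjusted p = 0.0511 with an estimated correlation).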

Examination of this group of pathways in relation to histopathology findings provided a clearer understanding of PXR's role in the dramatic hepatocellular hypertrophy observed in WT mice. Sequences in group B reflected properties of the compound that did not depend on the presence of PXR (Figure 5B). These groups of sequences were transferred to IPA where they were mapped to known genes and associated pathways. It should be noted, however, that only about 50% of sequences were mapped to annotated genes and pathways in IPA, and thus our interpretation of these data was limited by this annotation. When there were multiple sequences mapped to the same gene symbol, the sequence with the largest fold change was assigned to that gene.

#### PXR-dependent transcriptional effects

Parallel treatment of wild type and PXR-KO mice with CMP013 allowed us to elucidate transcriptional responses that were dependent on PXR regulation. Knockout of the nuclear hormone receptor PXR completely prevented the CMP013-induced increases in liver weights, hepatocellular hypertrophy and mitotic activity. Comparison of gene expression data obtained from two groups of animals provided molecular evidence for many of these changes. In particular, CMP013 increased the expression of 3,206 genes exclusively in WT mice, many of which were indicative of PXR/CAR agonism properties of this compound. In particular, there was increased expression of hallmark P450 genes including Cyp3a4 (4.3 fold) and Cyp2b6 (88 fold). 

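By counting, 2404 of the 5111 sequences called in WT mice alone were higher and 2707 lower, and by limma 3161 and 2745. The carboxylesterase Ces2a, a PXR target, rose in WT mice (log2 fold change 1.70, standard error 0.0761, adjusted p = 1.71e-06) and its response differed from that of PXR-KO mice (difference 2.78, standard error 0.24, adjusted p = 1.19e-06). Its decrease in PXR-KO mice (log2 fold change -1.08, standard error 0.22, adjusted p = 0.0294) was lost without any 1 of the 10 animals except PXR-KO CMP013 replicates 3 and 5 (adjusted p 0.0156 to 0.0825 over the 10 cases). The sulfate donor synthase Papss2 rose in WT mice as well (log2 fold change 1.14, standard error 0.0777, adjusted p = 3.11e-05, difference 1.21, adjusted p = 1.71e-05). Beside these, markers of endothelial cells fell in WT mice: of 13 measured, 0 rose, 8 fell and 5 did not pass the test (0 and 9 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 0 and 9). As a group they were lower (adjusted p = 1.34e-05 from camera and adjusted p = 0.0714 with an estimated correlation), and Stab2 and Clec4g were among those that fell (log2 fold change -0.63, standard error 0.0898, adjusted p = 0.00154 and log2 fold change -0.61, standard error 0.0828, adjusted p = 0.00116).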

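The mouse counterpart of the CYP2B6 sequence, Cyp2b10, was the gene that rose most in WT mice (averaged fold change 88.4 ± 15.6 SD, n = 5, log2 fold change 6.47, standard error 0.17, adjusted p = 5.53e-08). In 2 treated WT animals it stands at the limit of the scale, so that its fold change is a lower bound. In PXR-KO mice it fell (log2 fold change -1.33, standard error 0.29, adjusted p = 0.0363), a call that was lost without any 1 of the 10 animals except PXR-KO CMP013 replicate 3 (adjusted p 0.00768 to 0.09 over the 10 cases), and the responses differed by at least 7.80 (adjusted p = 2.22e-10). Among the Cyp3a genes, Cyp3a44 rose (averaged fold change 3.22 ± 0.556 SD, n = 5, log2 fold change 1.69, standard error 0.15, adjusted p = 0.000113) and Cyp3a11 rose less (averaged fold change 1.56 ± 0.0757 SD, n = 5, log2 fold change 0.64, standard error 0.0725, adjusted p = 0.000446). Neither passed the test in PXR-KO mice (log2 fold change -0.059 and -0.12, adjusted p = 0.855 and 0.435), and both responses differed between genotypes (difference 1.75, standard error 0.20, adjusted p = 2.84e-05 and difference 0.76, standard error 0.0893, adjusted p = 2.92e-05).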

We additionally observed induction of genes encoding phase 1 and 2 enzymes such as aldehyde dehydrogenase (1a1, 1a7, 1b1, and 18a1, 1.5-2 fold), glutathione S-transferase alpha (Gsta4, 4.5 fold; Gsta5, 11 fold), glutathione S-transferase mu (members 1, 3, 4, 5 and 6; 1.3-11 fold), and UDP glucuronosyltransferase (Ugt2b10 and Ugt2b15, ∼2 fold). 

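The glutathione S-transferases responded as a family and the other 2 families through single members. Of 20 measured glutathione S-transferases, 11 rose, 2 fell and 7 did not pass the test (13 and 3 when adjusted over the list alone) in WT mice (adjusted p = 3.39e-06 from camera and adjusted p = 0.0601 with an estimated correlation), and in PXR-KO mice 1 rose, 2 fell and 17 did not pass the test (1 and 2 when adjusted over the list alone). Their responses differed in sum (median difference 0.44, adjusted p = 1.33e-06 from camera and adjusted p = 0.299 with an estimated correlation). In WT mice Gstm3 rose most (averaged fold change 10.6 ± 0.791 SD, n = 5, log2 fold change 3.44, standard error 0.13, adjusted p = 5.53e-07), followed by Gstm2 (log2 fold change 2.37, standard error 0.0967, adjusted p = 9.91e-07), Gsta4 (averaged fold change 4.48 ± 0.233 SD, n = 5, log2 fold change 2.19, standard error 0.11, adjusted p = 4.85e-06), Gstm4 (log2 fold change 2.04, standard error 0.0836, adjusted p = 9.91e-07) and Gstm1 (log2 fold change 1.63, standard error 0.10, adjusted p = 1.71e-05). On these probe sets each response differed (differences 3.20, 2.25, 2.44, 2.65 and 1.76, adjusted p at most 6.83e-06). Other probe sets of Gstm1 rose less in WT mice (log2 fold changes 1.08, 0.49 and 0.33, the last lost in 9 of 10 cases of leaving out 1 animal). Their differences passed too and were smaller (1.12, 0.56 and 0.44). Another probe set of Gstm3 also had smaller values (log2 fold change 1.98, difference 1.83). Gsta2 rose as much in PXR-KO as in WT mice (1.48 and 1.52, adjusted p = 0.0186 and 9.39e-05, difference 0.034, adjusted p = 0.962), and its PXR-KO call was lost without PXR-KO CMP013 replicate 2 or 4 (adjusted p 0.0151 to 0.0555 over the 10 cases). Gstm6 rose in WT mice (log2 fold change 1.00, standard error 0.10, adjusted p = 0.000212) and fell in PXR-KO mice (adjusted p = 0.0213), where the call was lost without PXR-KO vehicle replicate 2 or 5 or PXR-KO CMP013 replicate 2 or 4 (adjusted p 0.0155 to 0.064 over the 10 cases).

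Of 19 measured aldehyde dehydrogenases, 5 rose, 1 fell and 13 did not pass the test (5 and 5 when adjusted over the list alone) in WT mice, with a median log2 fold change of -0.028 and a mean of 0.066 (camera, adjusted p = 0.825). Aldh1a7 and Aldh1a1 rose (log2 fold change 0.82, standard error 0.0731, adjusted p = 0.000113 and log2 fold change 0.34, standard error 0.0709, adjusted p = 0.0113), as did the mitochondrial Aldh1b1 and the proline synthesis enzyme Aldh18a1 (log2 fold change 0.64, standard error 0.0996, adjusted p = 0.00239 and log2 fold change 1.03, standard error 0.17, adjusted p = 0.0031). The difference was tested and passed for Aldh1a7, Aldh1a1 and Aldh18a1 (0.85, adjusted p = 4.59e-05, 0.48, adjusted p = 0.00114 and 0.97, adjusted p = 0.00765) and did not pass for Aldh1b1 (0.56, adjusted p = 0.188). Of 18 glucuronosyl- and sulfotransferases, 4 rose, 5 fell and 9 did not pass the test (5 and 5 when adjusted over the list alone) in WT mice (camera, adjusted p = 0.924, median -0.049 and mean 0.078) and 3 rose, 3 fell and 12 did not pass the test (3 and 3 when adjusted over the list alone) in PXR-KO mice. Ugt2b34 and Ugt2b35 rose in WT mice (log2 fold change 0.80, standard error 0.0846, adjusted p = 0.000302 and log2 fold change 0.73, standard error 0.12, adjusted p = 0.00271), and the responses differed (differences 0.95, adjusted p = 0.000139 and 0.93, adjusted p = 0.00244), while Ugt3a1 fell there (log2 fold change -1.25, standard error 0.14, adjusted p = 0.00038).

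**Figure D1:**
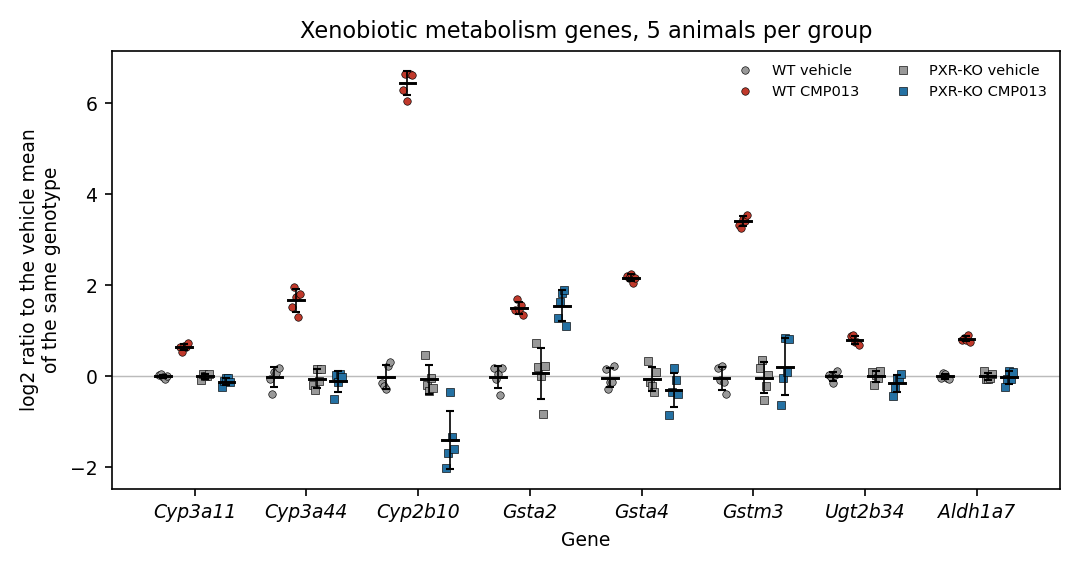
Log2 ratio to the vehicle mean of the same genotype for 8 xenobiotic metabolism genes in individual mice. Grey circles, WT vehicle. Red circles, WT CMP013. Grey squares, PXR-KO vehicle. Blue squares, PXR-KO CMP013. Bars, mean and SD of 5 animals per group.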

Besides these xenobiotic metabolism genes, PXR regulation also had roles in many hepatotoxicity-related cellular processes with the notable ones described below.

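Some genes of DNA replication and of mitosis rose in WT mice. Of 38 measured genes of the G1/S transition and DNA replication, 13 rose, 3 fell and 22 did not pass the test (19 and 5 when adjusted over the list alone) in WT mice, and the group test gave adjusted p = 0.000385 from camera and adjusted p = 0.367 with an estimated correlation. The helicase subunits Mcm2 and Mcm5 rose (log2 fold change 1.68, standard error 0.25, adjusted p = 0.00202 and log2 fold change 1.30, standard error 0.22, adjusted p = 0.00415), as did the methylation reader Uhrf1 (log2 fold change 2.07, standard error 0.19, adjusted p = 0.00012). In PXR-KO mice 0 rose, 2 fell and 36 did not pass the test (1 and 2 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 4 and 4) (camera, adjusted p = 0.308). Of 38 genes of G2/M and mitosis, 14 rose, 0 fell and 24 did not pass the test (16 and 0 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 19 and 1) in WT mice (adjusted p = 3.22e-05 from camera and adjusted p = 0.0601 with an estimated correlation). The survivin gene Birc5, the anaphase activator Cdc20 and the kinetochore gene Spc24 rose there (log2 fold change 1.77, standard error 0.29, adjusted p = 0.00305, log2 fold change 1.09, standard error 0.11, adjusted p = 0.000224 and log2 fold change 1.48, standard error 0.12, adjusted p = 8.17e-05). In PXR-KO mice 0 rose, 3 fell and 35 did not pass the test (0 and 5 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 0 and 9). As a group they were lower there by camera with its preset correlation only (median -0.29, adjusted p = 0.00303 from camera and adjusted p = 0.46 with an estimated correlation), and Kif2c fell clearly (log2 fold change -0.58, standard error 0.099, adjusted p = 0.0145). The responses of the mitotic group differed by a median of 0.61, with 14 genes higher in WT mice and 0 lower (0 at an unadjusted p under 0.05, limma, adjusted p = 1.9e-07 from camera and adjusted p = 0.00699 with an estimated correlation), and those of the replication group by 0.39 (adjusted p = 0.0155 from camera and adjusted p = 0.568 with an estimated correlation).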

Consistent with the hepatomegaly and liver weight increase observations (Figure 1), altered expression of genes involved in G1/S and G2/M cell cycle check points was observed in WT mice. Increased expression of cyclin-dependent kinase 1 (Cdk1, 3.3 fold) and cyclin D1 (Ccnd1, 2 fold) suggested that CMP013 enabled a growth-induced condition, which allowed the cells to overcome the G1/S checkpoint. 

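Cdk1 rose in WT mice (averaged fold change 3.33 ± 1.38 SD, n = 5, log2 fold change 1.67, standard error 0.39, adjusted p = 0.0191) and did not pass in PXR-KO mice (log2 fold change -0.36, adjusted p = 0.495), where 1 animal, CMP013 replicate 1, stood apart from the others at -1.30. The responses differed (difference 2.03, standard error 0.50, adjusted p = 0.0131). Ccnd1 rose in WT mice too (averaged fold change 1.94 ± 0.472 SD, n = 5, log2 fold change 0.93, standard error 0.17, adjusted p = 0.0055), but its difference from PXR-KO mice, where it changed by 0.24 (adjusted p = 0.522), did not pass (0.69, adjusted p = 0.103). Of the 7 cell cycle genes the paper names that were measured by a probe set of their own, 7 rose in WT mice and none fell (limma, 0 lower), none changed in PXR-KO mice, and 5 differed between genotypes. The paper chose them on these samples, so the count is not independent evidence.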

Complexes involved Ccnd1 have been reported to phosphorylate the tumor suppressor retinoblastoma, which in turn relieved the inhibition on the transcription factor E2f [17], [18]. 

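Among Rbl1, E2f3 and E2f6, which the paper names after the cyclin D1 step, E2f6 rose most in WT mice (log2 fold change 1.46, standard error 0.13, adjusted p = 0.000109, difference 1.49, adjusted p = 7.71e-06). E2f3 rose as well (log2 fold change 1.03, standard error 0.18, adjusted p = 0.00456, difference 1.23, adjusted p = 0.00164), and neither changed in PXR-KO mice (log2 fold change -0.023 and -0.21, adjusted p = 0.92 and 0.421). Rbl1, a retinoblastoma family member, had a smaller increase in WT mice (log2 fold change 0.56, standard error 0.15, adjusted p = 0.0334) that was lost without any 1 of the 10 animals except WT vehicle replicate 1 and WT CMP013 replicates 4 and 5 (adjusted p 0.0237 to 0.0789 over the 10 cases) and was absent as a mean over its probe sets (-0.00554).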

Consistent with this report, we observed 2-3 fold increased expression of retinoblastoma-binding proteins (Rbll), E2f3, and E2f6. The second checkpoint is located at the end of G2 phase and the beginning of the M phase, which ensures the cell's readiness for mitosis. Though many proteins involved in this process were regulated by post-translational modification, transcriptional changes were observable for Chk1 checkpoint homolog (Chek1, 2.9 fold) and cyclin B1 and B2 (Ccnb1, 2.2 fold; Ccnb2, 4 fold). 

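Ccnb2 rose in WT mice (averaged fold change 4.01 ± 1.72 SD, n = 5, log2 fold change 1.95, standard error 0.31, adjusted p = 0.00276) against log2 fold change -0.96, adjusted p = 0.17 in PXR-KO mice, and the responses differed by 2.91 (standard error 0.50, adjusted p = 0.000879). Chek1 rose in WT mice (averaged fold change 2.89 ± 0.61 SD, n = 5, log2 fold change 1.56, standard error 0.16, adjusted p = 0.000269). Its difference (1.51, adjusted p = 0.0308) was lost without WT vehicle replicate 1 or 3, WT CMP013 replicate 2 or 3, PXR-KO vehicle replicate 1 or 4 or PXR-KO CMP013 replicate 2 (adjusted p 0.0119 to 0.058 over the 20 cases). Another probe set of Chek1, which stands for it in the G2/M group, did not pass in WT mice (log2 fold change -0.37, adjusted p = 0.41).

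**Figure D2:**
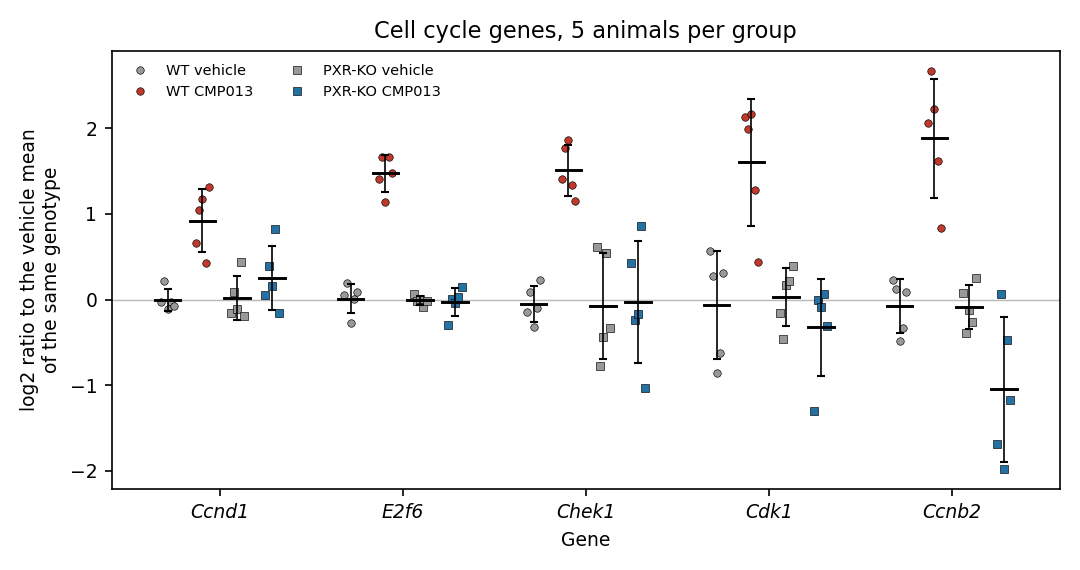
Log2 ratio to the vehicle mean of the same genotype for Ccnd1, E2f6, Chek1, Cdk1 and Ccnb2 in individual mice. Grey circles, WT vehicle. Red circles, WT CMP013. Grey squares, PXR-KO vehicle. Blue squares, PXR-KO CMP013. Bars, mean and SD of 5 animals per group.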

The induction of these genes underscored the role of PXR in cellular proliferation as a likely contributor to the profound liver weight increase observed in WT but not PXR-KO mice.

The protein ubiquitination pathway plays a major role in the degradation of regulatory proteins involved in cell cycle, apoptosis, and a variety of signaling processes in the cell. In WT mice treated with CMP013, we observed an increase in proteasomal degradation evidenced by the transcriptional changes of genes encoding these enzymes. The degradation of proteins via the protein ubiquitination pathway begins with the conjugation of multiple ubiquitin (Ub) moieties to the target protein followed by the degradation of the polyubiquitinated protein by the 26S proteasome complex. 

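The ubiquitin enzymes did not move as a group, and single members changed in both directions in WT mice. Of 31 measured, 5 rose, 1 fell and 25 did not pass the test (6 and 4 when adjusted over the list alone) in WT mice, with a median log2 fold change of -0.058 and a mean of 0.026 (camera, adjusted p = 0.64), and 0 rose, 1 fell and 30 did not pass the test (0 and 1 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 2 and 2) in PXR-KO mice. The conjugating enzymes Ube2k, Ube2f and Ube2l6 rose in WT mice (log2 fold change 0.77, standard error 0.0884, adjusted p = 0.000481, log2 fold change 0.54, standard error 0.10, adjusted p = 0.00737 and log2 fold change 0.52, standard error 0.12, adjusted p = 0.0162), as did the chain assembly factor Ube4b (log2 fold change 0.55, standard error 0.0935, adjusted p = 0.00411). Ube2d3 and Ube2e3 fell (log2 fold change -0.40, standard error 0.0803, adjusted p = 0.00862 and log2 fold change -0.38, standard error 0.0691, adjusted p = 0.00548), where the count over the group takes another probe set of Ube2d3, which did not pass (log2 fold change -0.12, adjusted p = 0.337). The differences between genotypes passed for Ube2f, Ube4b and Ube2e3 (0.50, adjusted p = 0.0118, 0.61, adjusted p = 0.00319 and -0.39, adjusted p = 0.0165) and for Ube2d3 (-0.39, adjusted p = 0.0257), where the call was lost without WT vehicle replicate 5 or PXR-KO CMP013 replicate 4 (adjusted p 0.0173 to 0.0525 over the 20 cases). On other probe sets they passed for Ube2d3 (difference -0.39, adjusted p = 0.00771 and difference -0.32, adjusted p = 0.0209), Ube2b (difference -0.44, adjusted p = 0.0159) and Ube2f (difference 0.41, adjusted p = 0.0387, lost in 14 of 20 cases of leaving out 1 animal). For Ube2k the difference is 0.78 on this probe set and -0.021 as a mean over all its probe sets, and another probe set of Ube2k rose in PXR-KO mice (log2 fold change 0.79, adjusted p = 0.0214, lost in 3 of 10 cases of leaving out 1 animal). Probe sets disagree for others: Ube4a, Ube2b, Ube2n and the ligase Ube3a did not pass in WT mice on the probe set that stands for them (log2 fold changes 0.32, -0.24, -0.024 and -0.049, adjusted p = 0.06, 0.0556, 0.897 and 0.795), and another probe set passed for Ube4a (log2 fold change 0.40, adjusted p = 0.0139), Ube2b (log2 fold change -0.31, adjusted p = 0.0278, lost in 7 of 10 cases of leaving out 1 animal), Ube2n (log2 fold change -0.80, adjusted p = 0.014) and Ube3a (log2 fold change 0.60, adjusted p = 0.00317). Ube2v1 passed on neither of its probe sets (log2 fold change 0.16, adjusted p = 0.165 on the first), and Ube2v2 did not pass on the probe set that stands for it (log2 fold change -0.058, adjusted p = 0.775) and rose on another (log2 fold change 0.44, adjusted p = 0.0237, lost in 3 of 10 cases of leaving out 1 animal). In PXR-KO mice the conjugating enzyme Ube2h fell (log2 fold change -0.60, standard error 0.094, adjusted p = 0.0103).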

Though expression changes in Ub-activating enzyme (E1) were not observed, altered expression was noted for numerous Ub-conjugating enzymes E2 (2f, 2k, 2l, 2m and 2v increased ∼1.5 fold; 2b, 2d, 2e, 2i, and 2n decreased 1.3-2 fold), Ub protein ligase E3 (Ube3a, 1.6 fold increase), and ubiquitination factors E4 (Ube4a and 4b, ∼1.5 fold), which participated in multi-Ub chain assembly. The polyubiquitin chain was recognized by the multi-catalytic proteasome complex which completed the proteolysis process. 

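Nearly every subunit of the proteasome rose in WT mice, and none changed in PXR-KO mice. Of 38 measured subunits, 35 rose, 0 fell and 3 did not pass the test (36 and 0 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 36 and 0) in WT mice, with a median log2 fold change of 0.69 (adjusted p = 4.9e-28 from camera and adjusted p = 0.0714 with an estimated correlation), and the subunits that rose did so 1.35- to 3.15-fold. In PXR-KO mice 0 rose, 0 fell and 38 did not pass the test (0 and 0 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 6 and 1), log2 fold changes ranged from -0.21 to 0.36, and the group was slightly higher (median 0.051, adjusted p = 0.0394 from camera and adjusted p = 0.636 with an estimated correlation), a call that was lost without PXR-KO vehicle replicate 3 or 5 or PXR-KO CMP013 replicate 3 (adjusted p 0.011 to 0.118 over the 10 cases). The responses differed at 33 subunits (median difference 0.65, adjusted p = 3.08e-29 from camera and adjusted p = 0.0241 with an estimated correlation). The regulatory particle gene Psmd5 rose most (log2 fold change 1.66, standard error 0.12, adjusted p = 3.53e-05), followed by Psmd13 and the ATPase Psmc4 (log2 fold change 1.14, standard error 0.0853, adjusted p = 4.77e-05 and log2 fold change 1.05, standard error 0.0868, adjusted p = 8.29e-05), while the core subunit Psmb3 and the deubiquitinase Psmd14 rose evenly among animals (log2 fold change 0.90, standard error 0.0755, adjusted p = 8.97e-05 and log2 fold change 0.96, standard error 0.0819, adjusted p = 9.39e-05). Psmd5 had a log2 fold change of 0.055 in PXR-KO mice (adjusted p = 0.819), so that its responses differed by 1.60 (adjusted p = 3.28e-06).

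**Figure D3:**
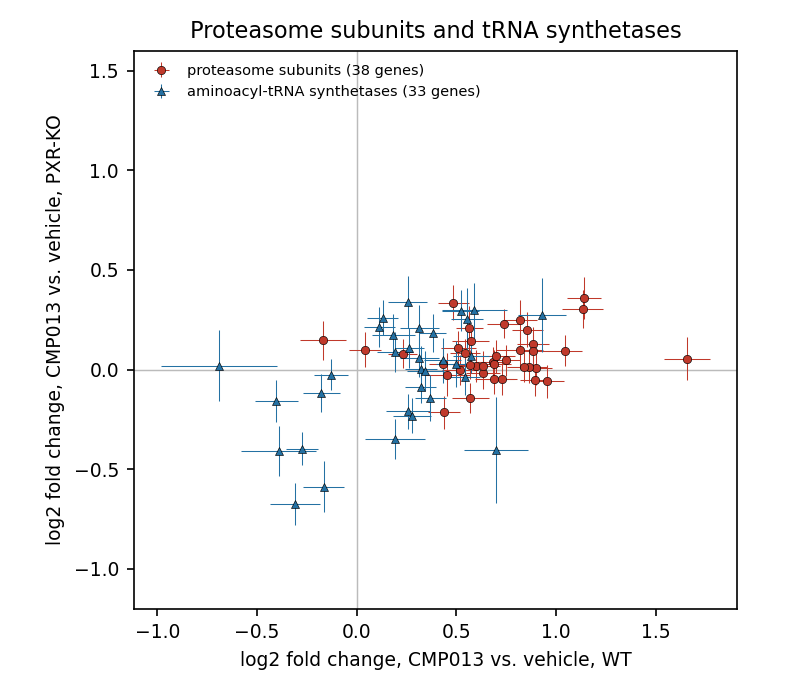
Log2 fold change after CMP013 in WT mice (horizontal) and PXR-KO mice (vertical) for 38 proteasome subunits and 33 aminoacyl-tRNA synthetase genes. Bars, standard error.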

Transcriptional increase of genes making up the proteasome complex was accordingly observed (Psma, Psmb, Psmc, Psmd, and Psme, 1.3-2 fold).

Significant up-regulation of aminoacyl-tRNA biosysnthesis was also observed exclusively in WT mice. 

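Of 33 measured aminoacyl-tRNA synthetases, 15 rose, 2 fell and 16 did not pass the test (19 and 3 when adjusted over the list alone) in WT mice, with a median log2 fold change of 0.28 (adjusted p = 7.33e-05 from camera and adjusted p = 0.0601 with an estimated correlation). In PXR-KO mice 0 rose, 3 fell and 30 did not pass the test (0 and 4 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 3 and 7), with a median of 0.019 and a mean of -0.027 (camera, adjusted p = 0.8), and Tars is the clearest decrease there (log2 fold change -0.67, standard error 0.11, adjusted p = 0.00992). The responses differed as a group by a median of 0.29 (adjusted p = 0.000542 from camera and adjusted p = 0.299 with an estimated correlation), with 8 genes higher and 0 lower in WT mice (0 lower at an unadjusted p under 0.05, limma).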

Approximately two fold transcriptional increase was noted for tRNA of most amino acids including ala-tRNA synthetase (Aars and Aarsd1), arg tRNA synthetase (Rars), asp tRNA synthetase (Nars), glu-tRNA synthetase (Ears2), ile-tRNA synthetase (Iars), leu-tRNA synthetase (Lars), lys-tRNA synthetase (Kars), phe-tRNA synthetase (Farsa), and trp-tRNA synthetase (Wars) The increased transcription in this process together with similar increases in the ubiquitination pathway indicated that CMP013 led to a high rate of protein turnover in the cells, likely associated with cell division.

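The genes that rose in WT mice did so 1.2- to 1.9-fold. Mitochondrial Ears2 led (log2 fold change 0.93, standard error 0.12, adjusted p = 0.000938), with Kars, Farsa and Aarsd1 next (log2 fold change 0.57, standard error 0.0915, adjusted p = 0.00278, log2 fold change 0.55, standard error 0.0819, adjusted p = 0.00186 and log2 fold change 0.54, standard error 0.0746, adjusted p = 0.00127). Iars, Wars, Nars, Aars and Rars rose less (log2 fold changes 0.52, 0.50, 0.43, 0.41 and 0.38, adjusted p = 0.00531, 0.00936, 0.00725, 0.00679 and 0.00527). Lars did not pass (log2 fold change 0.31, adjusted p = 0.0593), with WT CMP013 replicate 1 apart from the other 4 at 0.0268. None of these 10 genes, chosen by the paper on these samples and so not independent evidence, changed in PXR-KO mice (limma, 0 higher), and the difference passed for 3: Kars (0.50, adjusted p = 0.00699), Aarsd1 (0.58, adjusted p = 0.00131) and Wars (0.47, adjusted p = 0.0444). For Iars it passed on another probe set (difference 0.37, adjusted p = 0.0445, lost in 14 of 20 cases of leaving out 1 animal). The call for Wars was lost without any 1 of the 20 animals except WT vehicle replicate 2, WT CMP013 replicate 2, PXR-KO vehicle replicate 2 and PXR-KO CMP013 replicate 1 (adjusted p 0.00797 to 0.0814 over the 20 cases), and in PXR-KO mice replicates given CMP013 stood apart for all 3, replicate 1 at 0.26 for Kars and 0.38 for Wars and replicate 4 at -0.29 for Aarsd1.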

Furthermore, CMP013 was associated with transcriptional modulation of genes that were suggestive of an activation of the NFκB signaling pathway in WT mice treated with CMP013. In particular, we observed increased expression of TGFα (1.4 fold), toll-interleukin 1 receptor domain containing adaptor protein (Tirap, 1.3 fold), TNF receptor-associated factor 3 (Traf3, 2 fold), eukaryotic translation initiation factor 2-alpha kinase (Eif2ak2, 1.7 fold), and inhibitor of kappa light polypeptide gene enhancer (Ikbkg, 1.7 fold). 

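Some genes of the NFκB pathway and its targets rose in each genotype. Of 30 measured, 8 rose, 1 fell and 21 did not pass the test (10 and 2 when adjusted over the list alone) in WT mice. The group test there gave adjusted p = 0.0487 from camera and adjusted p = 0.566 with an estimated correlation, a call that was lost without WT vehicle replicate 3, 4 or 5 or WT CMP013 replicate 3 or 4 (adjusted p 0.0287 to 0.0983 over the 10 cases). In PXR-KO mice 5 rose, 0 fell and 25 did not pass the test (9 and 0 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 9 and 0), with adjusted p = 5.26e-05 from camera and adjusted p = 0.462 with an estimated correlation. The responses did not differ as a group (median difference -0.23, camera, adjusted p = 0.349). The chemokine Cxcl10 and the adhesion molecule Icam1 rose in WT (2.12 and 1.12, adjusted p = 0.00453 and 0.00311) and in PXR-KO mice (1.61 and 1.52, adjusted p = 0.00533 and 0.0152). Vcam1 rose in PXR-KO mice (log2 fold change 1.26, standard error 0.14, adjusted p = 0.00319), and the responses differed (adjusted p = 0.000323). The inhibitor gene Nfkbia, itself an NFκB target, fell in WT mice (log2 fold change -0.98, standard error 0.13, adjusted p = 0.00103, difference -1.03, adjusted p = 0.00112). Markers of Kupffer cells and macrophages were lower in WT mice: of 13, 0 rose, 4 fell and 9 did not pass the test (0 and 5 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 0 and 5). The group test gave adjusted p = 0.00681 from camera and adjusted p = 0.544 with an estimated correlation, and Csf1r and Cd163 fell (log2 fold change -0.58, standard error 0.11, adjusted p = 0.00723 and log2 fold change -0.59, standard error 0.12, adjusted p = 0.0103). In PXR-KO mice 2 of these markers rose, Cd68 clearly (log2 fold change 1.11, standard error 0.13, adjusted p = 0.00381), and the responses differed (median difference -0.50, adjusted p = 0.000542 from camera and adjusted p = 0.568 with an estimated correlation).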

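Ikbkg, the regulatory subunit of the IκB kinase, rose in WT mice (averaged fold change 2.46 ± 0.52 SD, n = 5, log2 fold change 1.29, standard error 0.17, adjusted p = 0.0011, difference 0.85, adjusted p = 0.0105). Eif2ak2, the kinase that senses double-stranded RNA, rose as well (averaged fold change 1.53 ± 0.33 SD, n = 5, log2 fold change 0.60, standard error 0.13, adjusted p = 0.0132, difference 0.66, adjusted p = 0.00825), with WT CMP013 replicate 3 apart from the others at 1.08. For its other probe sets the difference did not pass (0.66 and 0.73, adjusted p = 0.0812 and 0.158). Tirap rose (log2 fold change 0.35, standard error 0.0702, adjusted p = 0.00886), and its difference (0.43, adjusted p = 0.0445) was lost without any 1 of the 20 animals except PXR-KO vehicle replicate 2 and PXR-KO CMP013 replicates 1 and 5 (adjusted p 0.0115 to 0.0856 over the 20 cases). The call for Tgfa in WT mice (log2 fold change 0.52, standard error 0.13, adjusted p = 0.0242) was lost without WT vehicle replicate 3 or 4 or WT CMP013 replicate 1, 2 or 4 (adjusted p 0.0082 to 0.057 over the 10 cases). On these probe sets none of the 4 passed in PXR-KO mice (log2 fold changes 0.44, -0.065, -0.077 and 0.052, adjusted p at least 0.0526), and another probe set of Ikbkg did (log2 fold change 0.39, adjusted p = 0.0454, lost in 9 of 10 cases of leaving out 1 animal).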

The activation of this signaling pathway was suggestive of an inflammatory response and was consistent with the severity and frequency of the inflammatory infiltrates observed in this group of mice.

#### PXR-independent transcriptional effects

We identified 754 sequences that were perturbed in the same direction in both WT and PXR-KO mice treated with CMP013. 

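Limma called 449 probe sets in the same direction in both genotypes, 229 higher and 220 lower, where independent lists would share 73.1 and 46.5. The number was 263 without PXR-KO vehicle replicate 2, 236 without PXR-KO vehicle replicate 3, 256 without PXR-KO vehicle replicate 4, 237 without PXR-KO vehicle replicate 5, 284 without PXR-KO CMP013 replicate 1, 226 without PXR-KO CMP013 replicate 2 and 199 without PXR-KO CMP013 replicate 4, and with all animals in it was 80 with quantile normalization, 32 with the replicate number as a block and 851 with all 4 groups in one fit. The stress response gene Gadd45b rose in both (log2 fold change 5.03, standard error 0.52, adjusted p = 0.000273 in WT and log2 fold change 3.33, standard error 0.26, adjusted p = 0.000652 in PXR-KO mice), and the pseudogene Serpina4-ps1 fell in both (-4.64 and -2.25, adjusted p = 0.00101 and 0.00138). The red cell heme synthase Alas2 fell in both as well (-1.07 and -1.71, adjusted p = 0.00499 and 0.00964). At 49 of the shared probe sets the size of the response still differed between genotypes. Opposite changes were made by 125 probe sets, 63 higher and 62 lower in WT mice, against 117 for independent lists, and their number was 74 without PXR-KO vehicle replicate 1, 59 without PXR-KO vehicle replicate 2, 57 without PXR-KO vehicle replicate 3, 66 without PXR-KO vehicle replicate 4, 54 without PXR-KO vehicle replicate 5, 72 without PXR-KO CMP013 replicate 1, 48 without PXR-KO CMP013 replicate 2 and 46 without PXR-KO CMP013 replicate 4. Of the PXR-KO calls, 27.3% were made in the same direction in WT mice.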

Genes associated with these sequences were mapped to five biological processes. In addition to this shared gene set, we observed groups of differentially expressed genes that were unique in each model of mice, but were mapped to these same five pathways (Table 3).

**Table 3:** Comparison of differentially expressed genes identified by the proposed method and SAM.

	Wild type		PXR-KO	
Gene	Proposed Method	SAM	Proposed Method	SAM
**Fatty acid metabolism**				
ACAA1	−1.368	−1.368	−1.619	−1.619
ACAA1B	−1.337	−1.337	−1.642	
ACAA2	−1.318			
ACAD8	−1.545	−1.545	−1.622	−1.485
ACADS	−1.411		−1.427	
ACADSB	−2.616	−2.616		−1.856
ACOX3			−1.382	−1.382
ACSL1	−1.451	−2.093	−2.482	−2.482
CPT1A	−1.402	−1.339		
EHHADH			−1.332	
**Cholesterol biosynthesis**				
DHCR7	1.692	1.692		
FDFT1	2.498	1.862	1.345	1.345
FDPS	1.366			
HMGCR	2.631	2.631	1.55	
HMGCS1	10.515	10.515	2.985	
IDI1	1.544	1.445	1.815	1.815
LSS	2.303	2.303		
MVD	5.342	5.342		
MVK	2.633	2.633	2.968	2.968
SQLE	1.945	1.945	1.242	
**Oxidative Stress**				
DNAJA2			1.439	
DNAJB9	2.367	2.367	1.962	1.962
DNAJC2	1.965	1.965	1.533	
FMO1			1.547	1.547
GPX2	3.464	3.464		
GSR	3.065	3.065		
HMOX1			2.848	2.848
KEAP1	1.445	1.445	1.268	
NQO1	2.392	2.392	1.741	1.741
PRDX1			1.35	
TXN	1.413	1.36		
TXNRD1			1.423	
**Endoplasmic reticulum signaling**				
ATF4			1.64	
ATF6	1.308		1.811	1.811
EIF2AK3	1.416		1.61	1.61
MAPK8	1.557		1.686	
MBTPS2	1.369		1.663	
**Bile acid signaling**				
ABCB1	3.761	3.177	2.89	2.89
ABCC2	1.927	1.927		
ABCC3	2.432	2.432	1.325	1.325
CYP7B1			−1.876	−1.876
CYP8B1			−1.933	−1.933
SLCO1A2	11.494		7.756	

Below are five biological processes and associated genes that were commonly modulated in both WT and PXR-KO mice after 96 h treatment with CMP013. Values in each row are averaged fold change of the gene across all five animals in the treatment group. Fold change values of a gene may differ between the proposed method and SAM if each method identifies a different Affymetrix sequence corresponding to the same gene as significant.

A notable common response to CMP013 between WT and PXR-KO mice was the down-regulation of genes involved in fatty acid metabolism. In particular, decreased expression was observed for key enzymes in β-oxidation including acyl-CoA dehydrogenase (Acads, -1.4 fold in both models), which catalyzes the initial step in each cycle of β-oxidation; and acetyl-CoA acyltransferases (Acaa1 and Acaa1b, both genes: -1.3 fold in WT, -1.6 fold in PXR-KO), which catalyze the final step of the β-oxidation cycle. 

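As a group the genes of fatty acid β-oxidation were lower after CMP013 in both genotypes. Of 31 measured, 0 rose, 10 fell and 21 did not pass the test (0 and 11 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 0 and 15) in WT mice, with a median log2 fold change of -0.18 (adjusted p = 3.22e-05 from camera and adjusted p = 0.245 with an estimated correlation). In PXR-KO mice 1 rose, 3 fell and 27 did not pass the test (1 and 11 when adjusted over the list alone), with a median of -0.15 (adjusted p = 0.000437 from camera and adjusted p = 0.611 with an estimated correlation). The responses did not differ as a group (median difference -0.045, camera, adjusted p = 0.534). The electron carrier gene Etfdh fell in WT mice (log2 fold change -0.67, standard error 0.10, adjusted p = 0.00212) and did not pass in PXR-KO mice (log2 fold change -0.31, adjusted p = 0.0734), and the responses did not differ (difference -0.36, adjusted p = 0.0638). The medium-chain enzyme gene Acadm passed in neither (-0.19 and 0.21, adjusted p = 0.116 and 0.215).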

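Acads fell in WT mice (averaged fold change -1.41 ± 0.135 SD, n = 5, log2 fold change -0.49, standard error 0.0872, adjusted p = 0.00512), and the same-sized change in PXR-KO mice (averaged fold change -1.43 ± 0.206 SD, n = 5, log2 fold change -0.47, standard error 0.12, adjusted p = 0.0568) did not pass. The peroxisomal thiolase Acaa1b fell in WT mice (averaged fold change -1.34 ± 0.071 SD, n = 5, log2 fold change -0.42, standard error 0.0782, adjusted p = 0.00627) and did not pass in PXR-KO mice (averaged fold change -1.64 ± 0.583 SD, n = 5, log2 fold change -0.66, standard error 0.20, adjusted p = 0.106). For neither did the responses differ (differences -0.022, adjusted p = 0.946 and 0.24, adjusted p = 0.534). Acaa1a passed in neither genotype (log2 fold changes -0.10 and 0.09, adjusted p = 0.588 and 0.718).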

We additionally observed transcriptional decrease in isoforms of these genes as well as related genes in fatty acid metabolism; these genes were unique to each mouse model. In the WT model, decreased expression of -1.3-3 fold was noted for carnitine palmitoyltranferase (Cpt1a, -1.4 fold), acyl-CoA dehydrogenase, short and branched chain (Acadsb, -2.6 fold), and acetyl-CoA acyltranferase 2 (Acaa2, -1.3 fold). 

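Acadsb fell in WT mice (averaged fold change -2.62 ± 0.381 SD, n = 5, log2 fold change -1.28, standard error 0.12, adjusted p = 0.000156) and in PXR-KO mice (log2 fold change -0.86, standard error 0.15, adjusted p = 0.0161), and the responses did not differ (-0.43, adjusted p = 0.172). Acaa2, the mitochondrial thiolase, fell by similar amounts in both (-0.39 and -0.38, adjusted p = 0.0107 and 0.0265, difference -0.0071, adjusted p = 0.975), and its PXR-KO call was lost without PXR-KO vehicle replicate 1, 3 or 5 or PXR-KO CMP013 replicate 2 or 4 (adjusted p 0.0389 to 0.0753 over the 10 cases). Other probe sets of Acaa2 fell in WT mice (-0.31 and -0.31, adjusted p = 0.0189 and 0.0221, lost in 1 and 2 of 10 cases of leaving out 1 animal). In PXR-KO mice these did not pass (-0.17 and -0.22, adjusted p = 0.257 and 0.153), and neither did their differences (-0.14 and -0.088, adjusted p = 0.342 and 0.61). For Cpt1a, which carries fatty acids into mitochondria, neither change passed (log2 fold change -0.46, adjusted p = 0.0862 in WT and log2 fold change 0.44, adjusted p = 0.0887 in PXR-KO mice) although the responses differed (difference -0.90, standard error 0.20, adjusted p = 0.00777). There PXR-KO CMP013 replicate 4 stood apart from the others at 0.76. A second probe set of Cpt1a fell in WT mice (log2 fold change -0.44, standard error 0.0801, adjusted p = 0.00547), and the responses differed (difference -0.58, adjusted p = 0.0145).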

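In PXR-KO mice Acad8, an acyl-CoA dehydrogenase of valine breakdown, fell (log2 fold change -0.57, standard error 0.0798, adjusted p = 0.00625), and in WT mice it fell by as much on this probe set (log2 fold change -0.63, standard error 0.0767, adjusted p = 0.000692, difference -0.056, adjusted p = 0.764). Its other probe set fell in PXR-KO mice (log2 fold change -0.63, adjusted p = 0.0218, lost in 4 of 10 cases of leaving out 1 animal). In WT mice that probe set did not pass (log2 fold change -0.32, adjusted p = 0.173), and neither did its difference (0.32, adjusted p = 0.299). Acox3 and Ehhadh, 2 peroxisomal enzymes, were lower without passing the test in PXR-KO mice (log2 fold change -0.42, standard error 0.11, adjusted p = 0.0654 and log2 fold change -0.39, standard error 0.15, adjusted p = 0.188), and PXR-KO CMP013 replicate 1 stood apart for Acox3 at -0.21. Neither changed in WT mice (log2 fold change -0.20 and 0.047, adjusted p = 0.397 and 0.815). Of 9 fatty acid genes that the paper names, 5 fell in WT and 3 in PXR-KO mice, and the responses differed at 1. Acsl1, which the paper lists too, is not among the 9. The paper chose these genes on these samples, so the count is not independent evidence.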

In the PXR-KO model, decreased expression of -1.3-2 fold was observed for acyl-CoA synthetase (Acad8, -1.6 fold), acyl-CoA oxidase 3 (Acox3, -1.4 fold), and enoyl-CoA hydratase (Ehhadh, -1.3 fold). Collectively, these data suggested that treatment with CMP013 was associated with functional perturbation of mitochondrial β-oxidation and that this effect did not necessitate PXR mediation. Additionally, CMP013 led to increased biosynthesis of cholesterol in both mouse strains. 

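Genes of cholesterol synthesis rose as a group in WT mice and not in PXR-KO mice. Of 17 measured, 12 rose, 1 fell and 4 did not pass the test (13 and 1 when adjusted over the list alone) in WT mice, with a median log2 fold change of 0.60 (adjusted p = 9.43e-06 from camera and adjusted p = 0.364 with an estimated correlation). In PXR-KO mice 2 rose, 0 fell and 15 did not pass the test (3 and 1 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 6 and 2), with a median of 0.091 (camera, adjusted p = 0.172). The responses differed as a group (median difference 0.46, adjusted p = 0.0155 from camera and adjusted p = 0.704 with an estimated correlation), a call that was lost without PXR-KO CMP013 replicate 1 (adjusted p 0.00142 to 0.0508 over the 20 cases). The demethylase Cyp51 rose by similar amounts in WT (log2 fold change 0.63, adjusted p = 0.00299) and in PXR-KO mice (log2 fold change 0.74, adjusted p = 0.0287), where the call was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 1 and PXR-KO CMP013 replicates 1, 3 and 5 (adjusted p 0.0115 to 0.0805 over the 10 cases). Among 4 other genes of the same regulator SREBP2, Rdh11 rose in WT mice (log2 fold change 0.68, standard error 0.11, adjusted p = 0.00239, difference 1.35, adjusted p = 0.0029) and the rest did not pass.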

Evidence of this increase included the ∼2 fold increased expression of the rate limiting enzyme HMG-CoA reducatase (Hmgcr) and numerous genes in this pathway such as mevalonate kinase (Mvk), squalene epoxidase (Sqle), isopentenyl-diphosphate delta isomerase 1 (Idi1), and farnesyl diphosphate farnesyl transferase 1 (Fdft1). 

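Mvk rose in both genotypes (averaged fold change 2.63 ± 0.573 SD, n = 5, log2 fold change 1.21, standard error 0.25, adjusted p = 0.00968 in WT and averaged fold change 2.97 ± 0.91 SD, n = 5, log2 fold change 1.43, standard error 0.25, adjusted p = 0.0165 in PXR-KO mice), and the responses did not differ (-0.23, adjusted p = 0.752). Fdft1, Sqle and Idi1 rose in WT mice (log2 fold change 1.09, standard error 0.20, adjusted p = 0.00618, log2 fold change 0.95, standard error 0.17, adjusted p = 0.00512 and log2 fold change 0.63, standard error 0.12, adjusted p = 0.00638). In PXR-KO mice the 3 did not pass on these probe sets (log2 fold changes 0.43, 0.30 and 0.60, adjusted p = 0.225, 0.225 and 0.0511), and no difference between genotypes passed for them either (differences 0.66, 0.66 and 0.03, adjusted p at least 0.0573). Another probe set of Idi1 rose in PXR-KO mice (log2 fold change 0.83, adjusted p = 0.0418, lost in 9 of 10 cases of leaving out 1 animal).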

Similar increases in expression were noted for other genes in the pathway, though the changes were only observed in WT mice: lanosterol synthase (Lss), farnesyl diphosphate synthase (Fdps) and 7-dehydrocholesterol reductase (Dhcr7). 

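Lss, Dhcr7 and Fdps rose in WT mice (log2 fold change 1.22, standard error 0.14, adjusted p = 0.000537, log2 fold change 0.76, standard error 0.11, adjusted p = 0.00163 and log2 fold change 0.45, standard error 0.10, adjusted p = 0.0172) and did not pass in PXR-KO mice (log2 fold changes 0.29, -0.06 and -0.017, adjusted p = 0.484, 0.9 and 0.958). The difference did not pass for Fdps (0.46, adjusted p = 0.0722). For Lss (0.93, adjusted p = 0.027) the call was lost without WT vehicle replicate 5 or PXR-KO vehicle replicate 2 (adjusted p 0.0131 to 0.0515 over the 20 cases), and for Dhcr7 (0.82, adjusted p = 0.0271) it was lost without WT vehicle replicate 5, PXR-KO vehicle replicate 4 or PXR-KO CMP013 replicate 2 or 4 (adjusted p 0.00643 to 0.0534 over the 20 cases). Mvd and Hmgcs1, earlier steps of the pathway, rose in WT mice too (log2 fold change 2.01, standard error 0.36, adjusted p = 0.00542 and log2 fold change 1.50, standard error 0.18, adjusted p = 0.000591), and the responses differed on these probe sets (differences 2.20, adjusted p = 0.00382 and 1.13, adjusted p = 0.026). Of the other probe sets of Hmgcs1, 3 did not pass for the difference (adjusted p = 0.0834, 0.16 and 0.0953), and 1 passed for it (difference 1.94, adjusted p = 0.0285, lost in 3 of 20 cases of leaving out 1 animal) and also rose in PXR-KO mice (log2 fold change 1.45, adjusted p = 0.0417, lost in 9 of 10 cases of leaving out 1 animal).

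**Figure D4:**
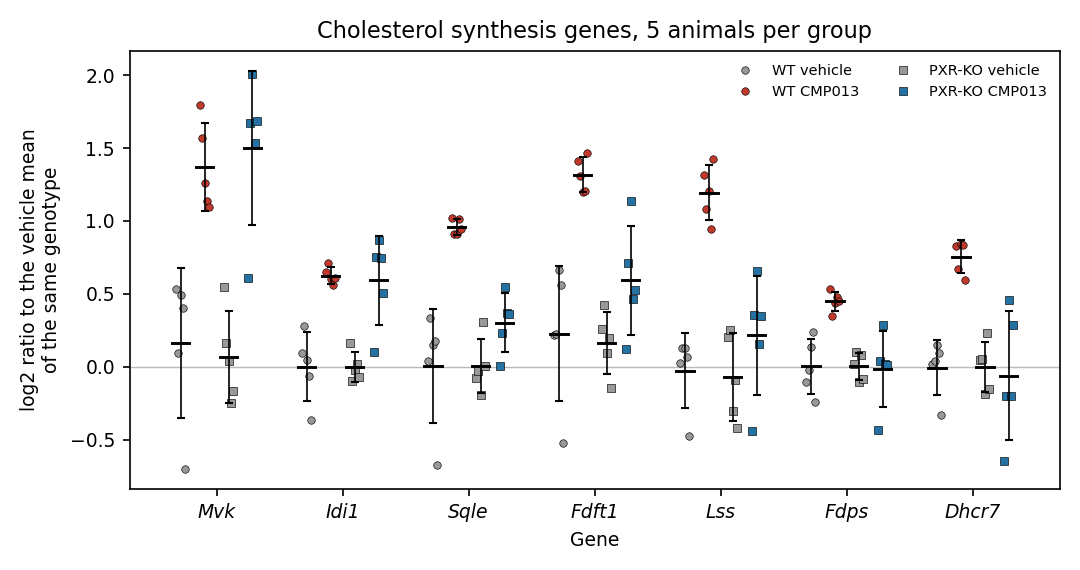
Log2 ratio to the vehicle mean of the same genotype for 7 genes of cholesterol synthesis in individual mice. Grey circles, WT vehicle. Red circles, WT CMP013. Grey squares, PXR-KO vehicle. Blue squares, PXR-KO CMP013. Bars, mean and SD of 5 animals per group.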

Besides cholesterol, metabolism of other C21 steroids, relating to androgen and estrogen metabolism, appeared to be down-regulated with 1.3-21 fold decreased expression of multiple hydroxysteroid dehydrogenases (Hsd3b1, Hsd3b3, Hsd3b4, Hsd3b5, Hsd3b7, and Sdr42e1), and steroid-5-alpha-reductase (Srd5a1, -1.5 fold). 

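Of 11 measured hydroxysteroid dehydrogenases and steroid reductases, 0 rose, 4 fell and 7 did not pass the test (0 and 5 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 0 and 5) in WT mice, with a median log2 fold change of -0.30 (adjusted p = 0.00146 from camera and adjusted p = 0.245 with an estimated correlation), and 0 rose, 2 fell and 9 did not pass the test (0 and 5 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 0 and 5) in PXR-KO mice, with a median of -0.26 (adjusted p = 0.0251 from camera and adjusted p = 0.572 with an estimated correlation). The PXR-KO group call was lost without PXR-KO vehicle replicate 3 (adjusted p 0.0114 to 0.054 over the 10 cases), and the responses did not differ (median difference -0.039, mean 0.018, camera, adjusted p = 0.534). Hsd3b5, a male-specific isoform, fell most, with a log2 fold change of -1.66, adjusted p = 0.0231 in WT mice, a call that was lost without WT vehicle replicate 1 or WT CMP013 replicate 5 (adjusted p 0.0133 to 0.052 over the 10 cases), and -3.35, adjusted p = 0.0383 in PXR-KO mice, a call that was lost without any 1 of the 10 animals except PXR-KO CMP013 replicates 4 and 5 (adjusted p 0.0155 to 0.0829 over the 10 cases). Hsd3b2 and Sdr42e1 fell in WT mice (log2 fold change -1.09, standard error 0.16, adjusted p = 0.00179 and log2 fold change -1.22, standard error 0.12, adjusted p = 0.000179) and did not pass in PXR-KO mice (-0.62 and -0.54, adjusted p = 0.153 and 0.0823). Hsd3b3 passed in neither (-0.30 and -0.26, adjusted p = 0.418 and 0.567), while its other probe set fell in WT mice (log2 fold change -0.41, adjusted p = 0.0337, lost in 8 of 10 cases of leaving out 1 animal). Hsd3b7, of bile acid synthesis, fell in PXR-KO mice (log2 fold change -0.45, standard error 0.0853, adjusted p = 0.0222), a call that was lost without any 1 of the 10 animals except PXR-KO vehicle replicates 1 and 2 and PXR-KO CMP013 replicates 3 and 5 (adjusted p 0.0227 to 0.0652 over the 10 cases). Hsd17b11 fell in WT mice (log2 fold change -0.80, standard error 0.0895, adjusted p = 0.000414), and the responses differed (difference -0.67, adjusted p = 0.00068).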

Perturbations related to cholesterol and its derivatives might be associated with cellular stress responses further described below.

In both mouse strains, CMP013 treatment was associated with molecular evidences of reactive oxygen species (ROS) generation and an oxidative stress response in the cell. 

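Nrf2 target and antioxidant genes rose as a group in WT mice, more than in PXR-KO mice. Of 24 measured, 18 rose, 0 fell and 6 did not pass the test (19 and 0 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 19 and 0) in WT mice, with a median log2 fold change of 0.51 (adjusted p = 2.07e-13 from camera and adjusted p = 0.0348 with an estimated correlation). In PXR-KO mice 4 rose, 1 fell and 19 did not pass the test (8 and 4 when adjusted over the list alone), with a median of 0.16 (adjusted p = 0.0504 from camera and adjusted p = 0.611 with an estimated correlation). The responses differed by a median of 0.60, with 15 genes higher and 1 lower in WT mice (adjusted p = 6.95e-10 from camera and adjusted p = 0.0241 with an estimated correlation). The sulfiredoxin Srxn1, the pentose phosphate enzyme Pgd and Ugdh, which makes the glucuronic acid donor, rose in WT mice (log2 fold change 1.88, standard error 0.12, adjusted p = 2.02e-05, log2 fold change 1.15, standard error 0.12, adjusted p = 0.00032 and log2 fold change 1.29, standard error 0.0818, adjusted p = 2.02e-05) and not in PXR-KO mice, and each response differed (differences 1.32, adjusted p = 0.000129, 1.60, adjusted p = 6.76e-06 and 1.01, adjusted p = 3.44e-05). The carbonyl reductase Cbr3 rose most in WT mice (log2 fold change 4.58, standard error 0.31, adjusted p = 3.24e-05, difference 3.41, adjusted p = 2.99e-05). It rose less in PXR-KO mice (log2 fold change 1.17, adjusted p = 0.0249).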

Aside from the induction of numerous phase 2 enzymes that had roles in eliminating ROS, Nrf2 also coordinated the transcriptional increases of antioxidant genes such as NAD(P)H dehydrogenase, quinone 1(Nqo1, 2.4 fold in WT, 1.7 fold in PXR-KO), and kelch-like ECH-associated protein 1 (Keap1, 1.4 fold in WT, 1.3 fold in PXR-KO). 

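Nqo1 rose in WT mice (averaged fold change 2.39 ± 0.273 SD, n = 5, log2 fold change 1.31, standard error 0.12, adjusted p = 0.000137) and in PXR-KO mice (averaged fold change 1.74 ± 0.253 SD, n = 5, log2 fold change 0.87, standard error 0.19, adjusted p = 0.0383), where the call was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 1 and PXR-KO CMP013 replicate 5 (adjusted p 0.017 to 0.102 over the 10 cases). The 2 responses did not differ (0.45, adjusted p = 0.238). Keap1, the sensor that holds Nrf2 back, rose in WT mice (averaged fold change 1.45 ± 0.122 SD, n = 5, log2 fold change 0.53, standard error 0.0887, adjusted p = 0.00358) and did not pass in PXR-KO mice (log2 fold change 0.072, adjusted p = 0.614), and the responses differed (difference 0.46, adjusted p = 0.00541).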

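In WT mice the selenoenzyme Gpx2 and the reductase Gsr rose most of the glutathione cycle (averaged fold changes 3.46 ± 1.39 SD, n = 5, and 3.06 ± 0.269 SD, n = 5, log2 fold changes 1.65 and 1.61, adjusted p = 0.00443 and 5.71e-06), and the responses differed (differences 1.36, adjusted p = 0.0211 and 1.52, adjusted p = 1.22e-07). For Gsr, WT CMP013 replicate 2 stood apart from the others at 1.82. Txn1 rose less (log2 fold change 0.50, standard error 0.0735, adjusted p = 0.00187, difference 0.43, adjusted p = 0.00314). Of the DnaJ cochaperones, Dnajb9 and Dnajb2 rose in WT mice (log2 fold change 1.25, standard error 0.16, adjusted p = 0.000834 and log2 fold change 0.52, standard error 0.0847, adjusted p = 0.0031), as did a probe set of Dnajc2 and of Dnajb6 (log2 fold change 0.87, adjusted p = 0.00216 and log2 fold change 0.81, adjusted p = 0.00129). On the probe set that stands for it by rule the Dnajc2 call (log2 fold change 0.63, standard error 0.18, adjusted p = 0.045) was lost without any 1 of the 10 animals except WT vehicle replicate 2 and WT CMP013 replicate 5 (adjusted p 0.0087 to 0.104 over the 10 cases), and that of Dnajb6 did not pass (log2 fold change -0.23, adjusted p = 0.0597).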

In the WT model, we further observed the transcriptional increases of glutathione peroxidase 2 (Gpx2, 3.5 fold), glutathione reductase (Gsr, 3.1 fold), thioredoxin (Txn, 1.4 fold), and DnaJ (Dnajb2, Dnajb6, Dnajb9, Dnajc2, 1.3-2 fold). 

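In PXR-KO mice the heme oxygenase Hmox1 rose (averaged fold change 2.85 ± 0.728 SD, n = 5, log2 fold change 1.51, standard error 0.19, adjusted p = 0.00482) and in WT mice it did not pass (log2 fold change -0.063, adjusted p = 0.828), so that the responses differed in the direction opposite to most antioxidant genes (difference -1.57, standard error 0.24, adjusted p = 0.000397). Fmo1 rose in PXR-KO mice as well (averaged fold change 1.55 ± 0.134 SD, n = 5, log2 fold change 0.63, standard error 0.0977, adjusted p = 0.00992, difference -0.56, adjusted p = 0.00257). Txnrd1 rose in PXR-KO mice (averaged fold change 1.42 ± 0.1 SD, n = 5, log2 fold change 0.51, standard error 0.0786, adjusted p = 0.00982) and in WT mice (log2 fold change 0.35, adjusted p = 0.0266), where the call was lost without WT vehicle replicate 1, 3 or 4 or WT CMP013 replicate 2 or 4 (adjusted p 0.0246 to 0.0677 over the 10 cases), and the responses did not differ (difference -0.16, adjusted p = 0.357). Of the DnaJ genes, Dnajb4 rose in PXR-KO mice (log2 fold change 0.69, standard error 0.074, adjusted p = 0.00249), the call for Dnajb1 (log2 fold change 0.49, adjusted p = 0.0259) was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 1 and PXR-KO CMP013 replicates 1 and 3 (adjusted p 0.0189 to 0.0753 over the 10 cases) and that for Dnaja2 (log2 fold change 0.39, adjusted p = 0.0377) was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 1 and PXR-KO CMP013 replicate 3 (adjusted p 0.0428 to 0.0993 over the 10 cases). Dnajc1, Dnajc3 and Dnajc10 did not pass there on the probe set that stands for them (log2 fold changes 0.25, 0.50 and 0.27, adjusted p = 0.16, 0.0752 and 0.253), while another probe set of Dnajc1 (log2 fold change 0.59, adjusted p = 0.024, lost in 4 of 10 cases of leaving out 1 animal) and of Dnajc10 (log2 fold change 0.75, adjusted p = 0.0461, lost in 7 of 10 cases of leaving out 1 animal) did. A probe set of Dnajb6 rose in PXR-KO mice too (log2 fold change 0.44, adjusted p = 0.0385, lost in 8 of 10 cases of leaving out 1 animal). The probe set that stands for Dnajb6 did not pass (log2 fold change 0.31, adjusted p = 0.082).

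**Figure D5:**
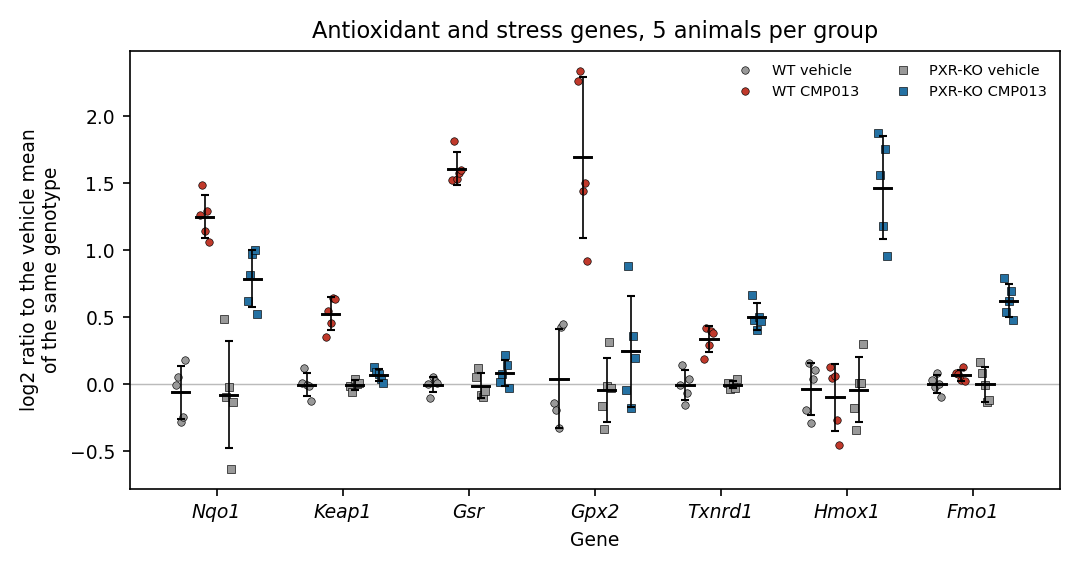
Log2 ratio to the vehicle mean of the same genotype for 7 genes of the oxidative stress response in individual mice. Grey circles, WT vehicle. Red circles, WT CMP013. Grey squares, PXR-KO vehicle. Blue squares, PXR-KO CMP013. Bars, mean and SD of 5 animals per group.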

In PXR-KO mice, increased expression was observed for thioredoxin reductase 1 (1.4 fold PXR-KO), heme oxygenase (Hmox1, 2.8 fold), flavin containing monooxygenase (Fmo1, 1.5 fold), peroxiredoxin 1 (Prdx1, 1.4 fold), and multiple DnaJ (a2, b1, b4, b6, c1, c2, c3, and c10, ∼1.5 fold). Furthermore, evidence for perturbations in the endoplasmic reticulum (ER) function was noted with the altered expression of genes signaling ER stress. In particular, we observed increased expression of eukaryotic translation initiation factor 2-alpha kinase 3 (Eif2ak3 or Perk, 1.4 fold in WT, 1.6 fold in PXR-KO), the ER stress sensor activating transcription factor 6 (Atf6, 1.3 in WT, 1.8 fold in PXR-KO), membrane-bound transcription factor peptidase, site 2 (Mbtps2 or S2p, 1.4 fold in WT, 1.7 fold in PXR-KO), and Mapk8 (1.6 fold WT, 1.7 fold in PXR-KO). These collective transcriptional changes suggested that such ER stress was associated with an accumulation of unfolded proteins. 

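Genes of ER stress changed singly, in both directions. Of 24 ER chaperones and genes of the ATF6 and XBP1 branch, 5 rose, 1 fell and 18 did not pass the test (5 and 1 when adjusted over the list alone) in WT mice (camera, adjusted p = 0.151). In PXR-KO mice 0 rose, 0 fell and 24 did not pass the test (0 and 0 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 5 and 1), and the group was slightly higher (median 0.18, adjusted p = 0.0487 from camera and adjusted p = 0.667 with an estimated correlation), a call that was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 4 and PXR-KO CMP013 replicates 2, 3 and 5 (adjusted p 0.00529 to 0.258 over the 10 cases). The disulfide isomerase Pdia4 rose in WT mice (log2 fold change 0.52, standard error 0.11, adjusted p = 0.0102) and Herpud1, of ER-associated degradation, fell (log2 fold change -0.53, standard error 0.0899, adjusted p = 0.004), and the responses differed (differences 0.62, adjusted p = 0.0237 and -0.76, adjusted p = 0.000314). Of 18 genes of the PERK and ATF4 branch, 7 rose, 2 fell and 9 did not pass the test (8 and 3 when adjusted over the list alone) in WT (camera, adjusted p = 0.0815) and 2 rose, 1 fell and 15 did not pass the test (3 and 1 when adjusted over the list alone) in PXR-KO mice (camera, adjusted p = 0.0733). The serine synthesis enzyme Psat1 rose in WT mice (log2 fold change 3.10, standard error 0.24, adjusted p = 5.19e-05), the glutathione-degrading Chac1 fell (log2 fold change -1.98, standard error 0.23, adjusted p = 0.000473) and Sesn2 rose (log2 fold change 0.85, standard error 0.19, adjusted p = 0.0146). Atf3 rose in PXR-KO mice (log2 fold change 2.42, standard error 0.26, adjusted p = 0.00245). By any of their probe sets, limma also called Atf3 higher in WT and Psat1 higher in PXR-KO mice.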

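Mapk8 and Mbtps2 rose in WT mice (averaged fold changes 1.56 ± 0.137 SD, n = 5, and 1.37 ± 0.102 SD, n = 5, log2 fold changes 0.64 and 0.46, adjusted p = 0.000992 and 0.00783) and did not pass in PXR-KO mice (0.17 and 0.042, adjusted p = 0.281 and 0.839). The difference passed for Mbtps2 (0.42, adjusted p = 0.0253), and for Mapk8 it is 0.47, adjusted p = 0.00646 on this probe set and -0.70 on the one with the largest fold change. Eif2ak3 was higher in both genotypes without passing the test (log2 fold change 0.48, standard error 0.15, adjusted p = 0.0601 in WT and log2 fold change 0.66, standard error 0.17, adjusted p = 0.063 in PXR-KO mice). The WT call for Atf6 (log2 fold change 0.38, standard error 0.11, adjusted p = 0.0494) was lost without any 1 of the 10 animals except WT vehicle replicate 2 (adjusted p 0.0413 to 0.0931 over the 10 cases), and in PXR-KO mice it did not pass (log2 fold change 0.17, adjusted p = 0.295), while another probe set did (log2 fold change 0.49, adjusted p = 0.0463, lost in 9 of 10 cases of leaving out 1 animal). The probe sets of Atf4 disagree: 1 rose in WT mice (log2 fold change 0.36, standard error 0.0774, adjusted p = 0.0121) and did not pass in PXR-KO mice (log2 fold change 0.59, adjusted p = 0.14), and another did not pass in WT mice (log2 fold change -0.14, adjusted p = 0.527) and rose in PXR-KO mice (log2 fold change 0.73, adjusted p = 0.036, lost in 8 of 10 cases of leaving out 1 animal), with a difference between genotypes (difference -0.88, adjusted p = 0.00922).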

Cells responded by decreasing the rate of protein translation to prevent the accumulation of unfolded proteins (via the action of Perk and its target eukaryotic initiation factor 2, eIF2) and activating regulated intramembrane proteolysis [19] (via the action of Atf6 and S2p). There appears to be an interesting relationship between ER stress and increased cholesterol biosynthesis. Previously, Lee *et. al.* reported that ER stress inhibited the synthesis of Insig-1 protein, which in turns allowed Srebp proteolytic activation even in the presence of sterols [20]. The authors used cultured cells transfected with human Insig-1 and Insig-2 and herpes simplex virus Srebp2; here we were observed a similar phenomenon *in vivo*.

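Bile acid genes responded one by one and not as a group. Of 15 genes of bile acid synthesis and conjugation, 1 rose, 1 fell and 13 did not pass the test (1 and 1 when adjusted over the list alone) in WT and 2 rose, 2 fell and 11 did not pass the test (2 and 3 when adjusted over the list alone) in PXR-KO mice (camera, adjusted p = 0.916 and 0.625). The steroid reductase Akr1d1 rose in WT mice (log2 fold change 1.47, standard error 0.10, adjusted p = 3.53e-05, difference 1.47, adjusted p = 2.35e-05) and the oxysterol hydroxylase Cyp39a1 in PXR-KO mice (log2 fold change 1.64, standard error 0.20, adjusted p = 0.00392, difference -1.66, adjusted p = 0.00805). Of 19 biliary and sinusoidal transporters, 4 rose, 5 fell and 10 did not pass the test (5 and 5 when adjusted over the list alone) in WT mice (camera, adjusted p = 0.958, median -0.054 and mean 0.22) and 2 rose, 2 fell and 15 did not pass the test (3 and 5 when adjusted over the list alone) in PXR-KO mice (camera, adjusted p = 0.403, median -0.13 and mean 0.016). The uptake transporter Slco1a1 fell in both (-0.84 and -1.11, adjusted p = 0.0191 and 0.0177), and Abcc6 fell in WT mice (log2 fold change -0.76, standard error 0.0884, adjusted p = 0.000509, difference -0.54, adjusted p = 0.0143).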

Lastly, there were perturbations in bile acid homeostasis associated with CMP013 exposure in both WT and PXR-KO models. 

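Slco1a4, the mouse gene under SLCO1A2, rose strongly in WT mice (averaged fold change 11.5 ± 1.74 SD, n = 5, log2 fold change 3.72, standard error 0.30, adjusted p = 7.66e-05) and in PXR-KO mice (averaged fold change 7.76 ± 3.38 SD, n = 5, log2 fold change 2.82, standard error 0.28, adjusted p = 0.00142), and the responses did not differ (0.90, adjusted p = 0.195). Abcb1a rose in WT mice (averaged fold change 3.76 ± 1.56 SD, n = 5, log2 fold change 1.85, standard error 0.27, adjusted p = 0.00172), and in PXR-KO mice by about as much (log2 fold change 1.67, standard error 0.34, adjusted p = 0.0286, difference 0.18, adjusted p = 0.847), where the call was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 1 and PXR-KO CMP013 replicates 1, 3 and 5 (adjusted p 0.0105 to 0.0788 over the 10 cases). Abcc3 rose in WT mice (averaged fold change 2.43 ± 0.173 SD, n = 5, log2 fold change 1.28, standard error 0.0994, adjusted p = 6.01e-05).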

Alteration to biliary transport was noted with increased expression of the canalicular transporters Abcb1 (or Mdr1, 3.8 fold), the basolateral transporter Abcc3 (or Mrp3, 2.4 fold), and the basolateral uptake transporter Slco1a2 (or Oatp, 11 fold). Increased expression of Mrp3 observed in the PXR-KO model suggested that another nuclear receptor was compensating for PXR in regulating bile acid homeostasis. 

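In PXR-KO mice Abcc3 did not pass the test (averaged fold change 1.32 ± 0.0509 SD, n = 5, log2 fold change 0.42, standard error 0.11, adjusted p = 0.0683), although the counting method called it, and its response was smaller than in WT mice (difference 0.86, standard error 0.14, adjusted p = 0.00067).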

In WT mice, we further observed increased expression of the canalicular transporter Abcc2 (Mrp2, 1.9 fold). 

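Abcc2 rose in WT mice (averaged fold change 1.93 ± 0.235 SD, n = 5, log2 fold change 0.94, standard error 0.0954, adjusted p = 0.000242), did not pass in PXR-KO mice (log2 fold change 0.11, adjusted p = 0.52) and differed between genotypes (difference 0.82, standard error 0.12, adjusted p = 0.000241).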

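Cyp7b1 was lower in PXR-KO mice without passing the limma test (averaged fold change -1.67 ± 0.352 SD, n = 5, log2 fold change -0.72, standard error 0.19, adjusted p = 0.0666), and it was lower to a similar degree in WT mice (log2 fold change -0.58, adjusted p = 0.109, difference 0.14, adjusted p = 0.81).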

In PXR-KO mice, Cyp7b1, encoding oxysterol 7alpha-hydroxylase, which converted cholesterol to bile acids, decreased 1.5 fold in expression. 

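The decrease of Cyp8b1 in PXR-KO mice passed (averaged fold change -1.93 ± 0.322 SD, n = 5, log2 fold change -0.94, standard error 0.13, adjusted p = 0.00552), while in WT mice the gene did not change (log2 fold change 0.23, adjusted p = 0.261), and the responses differed (difference 1.17, standard error 0.17, adjusted p = 0.000258).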

Cyp8b1, encoding the enzyme sterol 12-alpha-hydroxylase, which controls the balance between cholic acid and chenodeoxycholic acid secreted into the bile, decreased 1.9 fold in expression. These transcriptional changes indicated that CMP013 perturbed the transport and recycle of bile acids and their conjugates in WT mice and affected the biosynthesis and metabolism of bile acids in the knock-out strain. Together, the changes were suggestive of a cholestatic response induced by the compound [21].

## Discussion

The present study describes a novel algorithm for analyzing gene expression data and its application in studying the mechanism of toxicity of a drug candidate. Results with the proposed method were compared with analysis obtained with SAM to identify strengths and weaknesses associated with the new approach. First, a compelling aspect of our approach is that it is straightforward in its assumptions and therefore would be relatively easy for investigators to determine if the method is suitable for their experiments or questions. The threshold procedure in step 1 is simple and investigators can easily substitute an alternate cutoff that constitutes biological significance in their experiment. In the current study, by allowing a small cutoff on fold change, we increase our sensitivity for subtle expression changes because it is important, in toxicological assessment, to maintain a low false negative rate, even at the expense of false positives. This low threshold facilitates the discovery of signaling and regulatory genes which can produce a large downstream effect with a small change in expression. In fact, as most regulatory proteins are regulated by post-translational modification, only a small transcriptional increase is necessary to supplement the allosteric changes of the proteins. As compared to results obtained with SAM, the current method produced improved results in at least two pathways. For example, none of the genes in the ER stress response were found with SAM in WT mice. These genes have relatively small fold change (1.25 – 1.5), but the combined increase of multiple genes in this pathway strongly suggests that the ER stress response is not insignificant. 

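By any of its probe sets with 1 gene, SAM called 1 of the 24 ER chaperone and ATF6/XBP1 genes higher in WT mice, Dnajb9, and 1 lower, Herpud1. The counting method called 7 higher and 2 lower (Hspa5, Pdia4, Dnajb9, Syvn1, Edem1, Atf6 and Mbtps2 higher, Herpud1 and Sel1l lower). In the PERK/ATF4 branch of 18 genes SAM called 8 higher and 2 lower. Counting called 3 higher, 2 lower and 1 in both directions on different probe sets. Limma called 7 higher and 5 lower in the former and 8 higher and 2 lower in the latter. Both lists hold genes outside the ER stress genes of the paper's Table 3, and of the latter only Eif2ak3 is among these SAM calls.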

The second example involves the cholesterol biosynthesis pathway in PXR-KO mice (Table 2). The current method identifies six genes while SAM only identifies three as differentially significant. 

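Of 17 cholesterol synthesis genes, counting called 5 higher in PXR-KO mice by any of their probe sets (Mvk, Idi1, Fdft1, Cyp51 and Msmo1) and 1 lower (Sc5d). SAM called 4 higher (Hmgcs1, Mvk, Idi1 and Cyp51) and 1 lower, and limma 4 higher and 1 lower.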

Since pathway mapping by IPA is determined by the Fisher's Exact test, the presence or absence of these few genes may affect whether the pathway is considered activated. 

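Over all sequences, 42.3% of the counting calls in WT mice and 50.6% in PXR-KO mice were made by SAM too. The WT share rests on the setting of SAM. It left out 3262 of the counting calls in the main setting, 962 with s0 = 0 and 4201 with pi0 = 1.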

In looking at differentially expressed genes mapped to canonical pathways (Table 3), we noted that the overlap between results of the non-parametric method and SAM was much higher (∼70% as opposed to 45–55% in Figure 5). A possible explanation for this is that genes with annotation tend to be those that have been easily detected, resulting in their better characterization in the literature, and this robustness to measurement is also reflected in our study.

Inherent to the threshold approach in step 1 is that the current procedure accounts only for directional changes and disregards any differences in magnitude of changes as long as the fold change cutoff is satisfied. In other words, the method does not use the level of mRNA measured to determine if one pathway is more strongly up or down regulated than others. Our rationale for this is two fold. First, since the levels of mRNA fluctuate rapidly, it is usually not possible to make an accurate determination of the level of induction based on measurements at limited time points. That is, beyond a threshold of fold change used to signify biological difference, information on the magnitude of expression change is likely to be highly dependent on the exact time of measurement and therefore is not a reliable indicator of relative level of pathway activation. Second, even when such ranking of pathway activation can be determined, this information does not always improve the overall understanding of the underlying biology since only qualitative information about pathway modulation, i.e., whether a pathway is up- or down-regulated, is transferable across experiments. Alternative to the magnitude of change, we believe that the statistical significance of modulation can be more reliably estimated based on the consistency and similarity of responses from animals in the same cohort. Accordingly, perhaps a disadvantage of this method is that it necessitates at least five animals per treatment group and does not perform well with small group sizes. Similar to SAM and many other non-parametric statistics, the null distribution is created by permuting sample labels. Given an experimental design of two groups, sample permutation of group size of four produces maximally only 70 different possibilities, and this number, from our experience, is too small to generate a sufficiently informative null distribution for FDR estimation. In the drug development setting, the requirement of group size larger than three makes the method somewhat impractical for many screening studies where the group size may be limited to three, given the large number of drug candidates and the intent for these studies. However, for most investigational and mechanism identification studies, the number of animals per group tends to be larger and thus more suitable for this method.

Finally, perhaps another undesirable aspect of the threshold procedure is that it does not deal well with sequences which show increased and decreased expression in equal number of animals.

In fact, we have resolved these situations by pre-filtering out all such genes from consideration as differentially expressed (Materials & Methods section). With methods in which absolute levels of expression are evaluated, it is possible that the genes could be considered differentially expressed if the magnitude of change in one direction far exceeds that in the other direction. In fact, looking at genes that were only identified by SAM, we found approximately 100 genes falling in this category (extreme ends of Figure 5DF). These genes in vehicle-treated animals showed mixed increased and decreased expression relative in the group mean, but the genes were identified as differentially expressed because the inter-group difference far exceeds intra-group difference. 

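Among the probe sets called by SAM and not by counting, 574 in WT mice (46.8%) and 271 in PXR-KO mice (42.2%) had as many animals past the threshold upward as downward among the 5 vehicle animals or among the 5 treated ones and were set aside as mixed, 845 in all.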

We understand that failure to discover these genes is perhaps a drawback of the current method. However, given the uncertainty associated with magnitude of expression changes as discussed above, it is unlikely that all of these genes are associated with true signals. It is noteworthy to mention that if such genes were associated with a true signal, one may still be able to realize the associated biological response by the expression of other genes involved in the same pathway. We therefore feel that the elimination of such genes does not necessarily impact our overall interpretation of the experiment. Our best recommendation in these situations would be to apply our analysis method in conjunction with an algorithm similar to SAM, i.e. using two methods that have complementary approaches, so that one can obtain a clear picture of the overall transcriptional response.

In summary, we describe a novel non-parametric statistical method for the analysis of gene expression data for studies in which conventional variance-based analysis methods result in suboptimal results. Indeed, the benefit of our method is substantiated for datasets from preclinical or clinical studies where subject-to-subject variations are relatively large. The method is straightforward in its assumptions and allows investigators to specify criteria for both biological significance and statistical significance. In the mouse-knockout example described here, the application of this method allowed us to unravel the molecular mechanisms associated with hepatic toxicities induced by an inhibitor of β-secretase in the presence and absence of the nuclear hormone receptor PXR.

## Supporting Information

Data S1 Differentially expressed genes resulting from CMP013 treatment in wild type and knockout mice.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

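Livers of male mice, 4 groups of 5 (WT vehicle, WT CMP013, PXR-KO vehicle and PXR-KO CMP013, 150 mg/kg/day by gavage every 24 h, sampled at 96 h), were hybridized to Affymetrix Mouse430_2 arrays, 1 array per animal, and all 20 columns of the series table were used. The authors made the deposited log10 ratios in Rosetta Resolver 7.2 by dividing the intensity of each animal by the mean intensity of the 5 vehicle animals of the same genotype, and the deposited log10 values lie between -2 and 2. Over the vehicle animals the median over probe sets of the mean ratio is 0.99990 in WT and 0.99995 in PXR-KO mice. For single probe sets the mean is less exact. It lies within 0.001 of 1 at 3218 of 45037 probe sets in WT and at 2278 in PXR-KO mice. Why the others lie further from 1 was not tested. The medians of the 20 arrays lie between -0.027 and 0.012 log2 units, and no pair of arrays is a copy (highest correlation between 2 arrays, across probe sets, 0.593). Intensities, detection calls and the platform p-values of single ratios were not used here, so signal over background is not given in the sources used here and dim probe sets were kept. For the same reason the comparison of PXR-KO with WT mice under vehicle, the knockout effect near the deleted gene, and a check of the labels by the level of the deleted gene were not analysed here.

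Before the data were examined, log2 intensities and quantile normalization had been chosen as the main setting, with the probe set of highest mean intensity to stand for a gene. After the unit was seen, the deposited log10 ratios were multiplied by the log2 of 10 instead and kept with the authors' normalization, and a gene in a list was measured by a probe set that names no other gene, 1 without the _s_ or _x_ mark first and then that with the smallest standard deviation within the vehicle groups. The groups, tests, named genes rule, gene lists and most alternatives were chosen before the data were examined, and the values in the paper's tables count as seen by then. Named genes are the deleted gene, each gene the paper names in its results or Table 3 (by the probe set of Data S1 where its used part lists one, otherwise by the mouse symbol and the rule of the lists), the 10 highest and 10 lowest log2 fold changes per comparison among called probe sets of 1 gene whose groups do not overlap, and up to 4 members with the smallest adjusted p per list. Human symbols in the paper stand for their mouse counterparts, and probe sets that name several genes were not used for a single gene. Data S1 was held in part, and its 3996 WT fold changes equal the means of the 5 deposited ratios, or of their inverses for decreases, within 0.001.

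Differences in log2 ratio were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment over 45037 probe sets, adjusted p under 0.05), CMP013 against vehicle in each genotype on its 10 arrays and the difference of the 2 responses on all 20. The 38 gene lists were tested with camera in limma (two-sided, preset correlation 0.01, adjusted over the lists of a comparison), and with an estimated correlation as an alternative. The counting method was written out from its description: animals past a log10 ratio of 0.097 in either direction are counted, sequences with equal numbers in both directions within the vehicle or within the treated group are set aside as mixed, and the false discovery rate is the median over 252 permutations of the 10 labels, with a limit of 0.05. SAM was written out on the log2 ratios with 100 permutations and a false discovery rate of 5%. Principal components were computed on the centered log2 ratios, and separations on a component were tested by exact two-sided permutation over 252 splits. Tables were handled with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

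The methods were tested on simulated data with 100 changed probe sets per size of change among 45037. At log2 changes of 1 and 2, limma recovered 47% and 82% in WT, 57% and 85% in PXR-KO mice and 40% and 84% for the difference, with 6, 15 and 13 false calls. SAM recovered 43% and 81% in WT and 45% and 80% in PXR-KO mice, and counting recovered 35% and 37% in WT and 32% and 41% in PXR-KO mice. With 5000 changed probe sets, a case run for counting alone, it recovered 56.7% in WT and 58.6% in PXR-KO mice at a log2 change of 1, with 61 and 69 false calls. Alternatives were array weights, arrays shifted to a common median, the replicate number as a block, variances with trend and robust, all 4 groups in one fit, a size threshold of 1.25-fold, a counting threshold of 1.5-fold, a geometric vehicle mean, SAM with s0 = 0 or pi0 = 1, the probe set with the largest fold change, and each animal left out in turn. Added after the data were examined were quantile normalization of the log ratios, ratios rebased in permuted data, mixed sequences kept, the mean over all probe sets of a gene, and leaving out 4 vehicle animals that stand apart.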

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

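Of the tests below, those of food intake and of the share of hepatocytes were chosen only after the results were seen. WT CMP013 replicate 5 stands far from the other treated WT animals, with a standard deviation of 0.704 over its log2 ratios and 57.9% of its probe sets beyond 1.25-fold. These values were flagged among 24 array measures tested in 4 groups, each at 1 in 20. Of 210 sets of 5 values of genes the paper names, 9 hold 1 animal far from the other 4, about the number chance gives (10.5 at 1 in 20). In treated PXR-KO mice they are Aarsd1 and Cpt1a in replicate 4 (log2 ratios -0.29 and 0.76) and Acox3, Cdk1, Kars and Wars in replicate 1 (-0.21, -1.30, 0.26 and 0.38). In treated WT mice they are Eif2ak2 in replicate 3 (1.08), Gsr in replicate 2 (1.82) and Lars in replicate 1 (0.027).

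The responses of WT and PXR-KO mice differed at 4936 probe sets and in 14 of 38 gene groups by camera, 3 of them (G2/M, proteasome and Nrf2 targets) also with an estimated correlation between genes. These 3 are pathways that the paper names from the same arrays. By camera with its preset correlation, higher in WT than in PXR-KO mice were the groups of fatty acid synthesis (median difference 0.82), PXR and CAR targets (0.76), proteasome subunits (0.65), G2/M and mitosis (0.61), Nrf2 targets (0.60), cholesterol synthesis (0.46), glutathione S-transferases (0.44), G1/S and DNA replication (0.39) and tRNA synthetases (0.29). Lower in WT mice by the same test were acute phase proteins (-0.78), markers of Kupffer cells (-0.50) and of endothelial cells (-0.14), circadian clock genes (-0.35) and genes of gluconeogenesis and fasting (-0.15). Among the named genes, 10 were called in opposite directions in the 2 genotypes, with the difference tested. Higher in WT mice were Cyp2c55 (difference 9.82), Cyp2b10 (at least 7.80, since 2 treated WT animals stand at the limit of the scale), Meig1 (7.42), Gstm6 (2.01), Ighm (1.80 in WT, -4.10 in PXR-KO mice, difference 5.90) and Ska1 (2.20 in WT, -1.97 in PXR-KO mice, difference 4.17). Lower in WT mice were Cib3 (-1.98 in WT, 1.80 in PXR-KO mice, difference -3.78), Lhx9 (-2.30 in WT, 1.03 in PXR-KO mice, difference -3.34), Paxip1 (-1.67 in WT, 1.66 in PXR-KO mice, difference -3.33) and Egr1 (-1.25 in WT, 1.86 in PXR-KO mice, difference -3.10). The PXR-KO call of Meig1 was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 4 (adjusted p 0.00398 to 0.0827 over the 10 cases), that of Ska1 was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 5 and PXR-KO CMP013 replicate 5 (adjusted p 0.00412 to 0.102 over the 10 cases) and that of Cib3 was lost without any 1 of the 10 animals except PXR-KO CMP013 replicates 1, 2, 3 and 5 (adjusted p 0.0177 to 0.0827 over the 10 cases). For Lhx9 it was lost without any 1 of the 10 animals except PXR-KO vehicle replicates 1 and 3 (adjusted p 0.0391 to 0.113 over the 10 cases), for Paxip1 it was lost without PXR-KO vehicle replicate 4 or 5 or PXR-KO CMP013 replicate 1, 2 or 4 (adjusted p 0.0198 to 0.0825 over the 10 cases) and for Egr1 it was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 2 and PXR-KO CMP013 replicate 5 (adjusted p 0.0231 to 0.106 over the 10 cases), while the WT call of Paxip1 was lost without any 1 of the 10 animals except WT CMP013 replicates 2 and 5 (adjusted p 0.0182 to 0.105 over the 10 cases).

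Gene groups that the paper does not discuss moved as well. After CMP013, acute phase proteins fell in WT and rose in PXR-KO mice (median log2 fold changes -0.32 and 0.31), fatty acid synthesis fell in PXR-KO mice (-0.75), and male-biased genes fell in both (-0.58 and -0.99). In WT mice female-biased genes rose (0.55), while periportal genes (-0.34), gluconeogenesis (-0.56) and markers of Kupffer cells (-0.24), of B and plasma cells (-0.30) and of endothelial cells (-0.36) fell. None of these calls passed with an estimated correlation between genes, and the WT calls of male-biased genes and of B and plasma cells were each lost without single animals.

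Fewer probe sets were called in PXR-KO than in WT mice, 1645 against 6480. A larger spread between PXR-KO animals is argued against: with one estimate of the spread for all 4 groups the counts were 3049 and 7923, still 2.6 times more in WT mice. Smaller changes in PXR-KO mice are consistent with the variance of the log2 fold changes beyond their standard errors, 0.0983 against 0.161, a ratio of 1.63. Genotype, strain background and RNA quality go together in this design, so which of them the smaller changes belong to stays open.

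Chance can be excluded for the 3 counts: of 100 splits of the arrays, 1, the real one, gave a count as large (6480 in WT with 2 as the highest of the other splits, 1645 with 4 in PXR-KO mice, and 4936 with 1 for the difference).

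Genes of fatty acid synthesis fell in PXR-KO mice and not as a group in WT mice, by camera with its preset correlation (adjusted p = 3.61e-10) and not with an estimated one (adjusted p = 0.462). A dependence on any single animal is argued against, since the call held in 10 of 10 cases of leaving out 1 animal (highest adjusted p 8.86e-09), and so is a lower share of hepatocytes, since hepatocyte markers lay 0.605 log2 units (standard error 0.185) above them. Lower food intake of treated PXR-KO mice cannot be told apart from a direct effect, because all animals were fasted before sampling and fasting genes had a median of -0.0935 in PXR-KO mice, and intake was not monitored. A first form of this test, also written after the result was seen, took a median under 0.25 as evidence against lower intake and would have argued against it, and it was replaced because fasting before sampling can hide a difference in intake. A response to CMP013 that needs no PXR remains a candidate explanation that was not tested.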

How the results depend on the processing

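Quantile normalization of the log ratios, rebased ratios, mixed sequences kept, the mean over all probe sets of a gene and the fits without 4 vehicle animals were chosen only after the results were seen, and the other alternatives before the data were examined. Under the latter, with all animals in, 699 of 760 kept direction and side of the threshold, 50 no longer passed, 11 passed newly and 0 reversed for list tests, and 4573 of 5032 kept direction and side of the threshold, 361 no longer passed, 96 passed newly and 2 reversed for named genes. Under the added ones the list tests gave 320 of 342 kept direction and side of the threshold, 11 no longer passed, 11 passed newly and 0 reversed, and the named genes 2170 of 2664 kept direction and side of the threshold, 453 no longer passed, 37 passed newly and 4 reversed. Array weights, arrays shifted to a common median and a size threshold of 1.25-fold moved no limma count by more than 1.5 times. The limma counts in WT, in PXR-KO, for the difference, in the same direction in both and in opposite directions (6480, 1645, 4936, 449 and 125) were 1773, 495, 1231, 80 and 8 with quantile normalization and 3308, 363, 2544, 72 and 16 without the 4 vehicle animals that stand apart. With all 4 groups in one fit limma called 3049 in PXR-KO mice, 851 in the same direction and 310 in opposite directions, and 47.3% of the PXR-KO calls passed 1.25-fold in every treated animal, against 76.3%. With trend and robust variances limma called 0 in PXR-KO mice (8806 at an unadjusted p under 0.05, smallest adjusted p 0.0536), and so 0 in the same and 0 in opposite directions, while SAM called 1662. The counting method (main counts 5651, 2017 and 390 in WT, PXR-KO and the same direction in both) gave 2943 in WT and 222 in both at 1.5-fold, 1995, 1144 and 142 with quantile normalization and 3126, 622 and 122 with rebased ratios. SAM (3615 and 1662) gave 8939 and 3383 with s0 = 0, 2210 and 976 with pi0 = 1 and 645 and 398 with quantile normalization. On the first principal component the exact two-sided permutation p was then 0.262 in WT and 0.0952 in PXR-KO mice, and the ratio of the 2 treated spreads 1.08 in place of 0.873. Quantile normalization of the ratios gives vehicle and treated arrays the same spread and can take out part of the response itself. The cause of these moves was not tested.

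Of the 38 lists, camera called 19 in WT, 9 in PXR-KO mice and 14 for the difference. With an estimated correlation it called 2 (PXR and CAR targets and Nrf2 targets), 0 and 3 (G2/M, proteasome and Nrf2 targets), where in PXR-KO mice 3 lists had an unadjusted p under 0.05. With the mean over all probe sets of a gene it called 14 in PXR-KO mice, and with arrays shifted to a common median 7, 2 higher and 5 lower against 4 and 5. Single genes that changed sign are Mapk8 (difference 0.47, adjusted p = 0.00646, against -0.70 with the probe set of largest fold change and -0.0535 as a mean over its probe sets), Phgdh (1.33, adjusted p = 0.000721, against -1.49 and -0.0729), Rbl1 in WT mice (0.56 against -0.00554 as a mean) and Ube2k (difference 0.78 against -0.0211 as a mean).

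Replicate numbers are shared by the 4 groups in the labels and were not taken as pairs: same-numbered vehicle and treated animals of a genotype correlated at -0.242 to 0.0651 across probe sets, 0 of 10 pairs over 0.1, and 0 of 20 animals correlated best with their own number. Across genotypes 7 of 20 same-numbered pairs lay over 0.1 (highest 0.183), and 16 of 80 with different numbers (highest 0.322). With the number as a replicate block the limma counts were 3026, 119, 2497, 32 and 7, 111 of 114 kept direction and side of the threshold, 1 no longer passed, 2 passed newly and 0 reversed for list tests, and 193 of 888 tests of named genes no longer passed.

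With each animal left out in turn, 1453 of 1520 kept direction and side of the threshold, 49 no longer passed, 18 passed newly and 0 reversed for list tests, and 11010 of 11840 kept direction and side of the threshold, 743 no longer passed, 87 passed newly and 0 reversed for named genes. The WT count of limma was 4758 to 5955, that for the difference 3908 to 5120, that by counting in WT mice 5018 to 5839, and the lists called were 16 to 18 in WT, 6 to 12 in PXR-KO mice and 12 to 14 for the difference. The WT count of limma was thus below the main 6480 whichever animal was left out. Smaller groups and a moved cutoff lower counts by themselves, so a lost call does not single out an animal as its source. Counts that moved by more than 1.5 times were those of limma in PXR-KO mice (620 to 1728: 846 without PXR-KO vehicle replicate 2, 862 without PXR-KO vehicle replicate 3, 859 without PXR-KO vehicle replicate 4, 831 without PXR-KO vehicle replicate 5, 913 without PXR-KO CMP013 replicate 1, 698 without PXR-KO CMP013 replicate 2 and 620 without PXR-KO CMP013 replicate 4), in the same direction in both (199 to 417: 263 without PXR-KO vehicle replicate 2, 236 without PXR-KO vehicle replicate 3, 256 without PXR-KO vehicle replicate 4, 237 without PXR-KO vehicle replicate 5, 284 without PXR-KO CMP013 replicate 1, 226 without PXR-KO CMP013 replicate 2 and 199 without PXR-KO CMP013 replicate 4) and in opposite directions (46 to 130: 74 without PXR-KO vehicle replicate 1, 59 without PXR-KO vehicle replicate 2, 57 without PXR-KO vehicle replicate 3, 66 without PXR-KO vehicle replicate 4, 54 without PXR-KO vehicle replicate 5, 72 without PXR-KO CMP013 replicate 1, 48 without PXR-KO CMP013 replicate 2 and 46 without PXR-KO CMP013 replicate 4). By counting they were those in PXR-KO mice (1218 to 3473: 1301 without PXR-KO CMP013 replicate 2, 3473 without PXR-KO CMP013 replicate 3 and 1218 without PXR-KO CMP013 replicate 4) and in the same direction (249 to 552: 249 without PXR-KO CMP013 replicate 4), and by SAM those in WT (2238 to 3756: 2238 without WT vehicle replicate 1, 2355 without WT vehicle replicate 2 and 2331 without WT vehicle replicate 3) and PXR-KO mice (601 to 2329: 700 without PXR-KO vehicle replicate 2, 1097 without PXR-KO vehicle replicate 3, 817 without PXR-KO vehicle replicate 4, 813 without PXR-KO vehicle replicate 5, 976 without PXR-KO CMP013 replicate 1, 666 without PXR-KO CMP013 replicate 2 and 601 without PXR-KO CMP013 replicate 4). The ratio of spreads lay between 0.793 and 1.05. The share of limma calls past 1.25-fold in every treated animal was 66.6% to 76.4% in WT and 84.1% to 99.5% in PXR-KO mice. The lowest shares were without WT vehicle replicate 2 and without PXR-KO vehicle replicate 1, where all 5 treated animals still have to pass. Without a treated animal only 4 have to pass.

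A filter on dim probe sets, an offset of 16 before log2, quantile normalization of intensities, the comparison of PXR-KO with WT mice under vehicle and other distances around the deleted gene were not run, because the values are ratios within a genotype. For the same reason signal over background sets no limit that can be given here, and the eBayes trend follows the mean log ratio and not intensity.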

Differences from the paper's values

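Quantile normalization of the log ratios, rebased ratios and mixed sequences kept were chosen only after the values were seen, and the other settings were set before the data were examined. Of 70 fold changes of single genes that the paper states, 12 differ (5 of 41 in WT and 7 of 29 in PXR-KO mice) and 0 have the opposite sign, where a fold change differs if it lies further from the paper's than the standard deviation over the 5 treated animals (by more than 1.5 times for a gene at the limit of the scale), and 47 lie within 0.01 of the paper's value. A count, percentage or rate differs if it is more than 1.5 times larger or smaller than the paper's, and a setting closes a gap if it ends that. The value here is that of the probe set with the largest fold change among those that counting calls, which for some genes is not the probe set given for the gene in the results, and where counting calls none it is that of the probe set given in the results. Some probe set of the gene gives the paper's value within 0.001 for 57 of the 58 values given to 3 decimals. In WT mice Fdft1 (the paper's 2.498, here 1.86), Hmgcs1 (the paper's 10.515, here 1.64) and Mvk (the paper's 2.633, here 1.64) differ, and in PXR-KO mice Hmgcs1 (the paper's 2.985, here 1.54), Dnaja2 (the paper's 1.439, here 1.29), Keap1 (the paper's 1.268, here 1.05), Atf6 (the paper's 1.811, here 1.42), Mapk8 (the paper's 1.686, here 1.11) and Abcb1a (the paper's 2.89, here 1.85). For these the alternative of the probe set with the largest fold change gives the paper's value. It was set before the data were examined and is the rule that the paper states for sequences of 1 gene. Arrays shifted to a common median, a geometric mean of the vehicle pool and each animal left out do not give it. For Mvk the probe set with the largest fold change is also the one given in the results. In PXR-KO mice the same rule takes other values that do not differ here away from the paper's. These are Acox3 (2.27 against the paper's -1.382), Fdft1 (-2.54 against 1.345), Dnajc2 (-1.58 against 1.533) and Eif2ak3 (3.96 against 1.61). The rule therefore does not account for all of the paper's values. No setting closes the gap for 3 others, Gsr (the paper's 3.065, here 3.7), Mbtps2 (the paper's 1.663, here 1.01) and Ikbkg (the paper's 1.7, here 2.46), although for Gsr the probe set of Data S1, which is the one given in the results, has the paper's value (3.06), so that this gap is one of probe set, and others of Ikbkg give 1.73 and 1.78.

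The counts of the counting method are set beside the paper's at its 1.25-fold threshold but without its platform p-value. In PXR-KO mice it called 2017 sequences, against the paper's 3369. A threshold of 1.5-fold, a geometric mean of the vehicle pool and arrays shifted to a common median, set before the data were examined, do not close this, 5 of 10 cases of leaving out 1 animal do (range 1218 to 3473), and mixed sequences kept, chosen after seeing the values, gives 2375. Called in WT and not in PXR-KO mice were 5111 in either direction, against the paper's 3206. The paper's text gives the 3206 as genes that rose. Its share of 76% of 4213 WT sequences found only in WT mice points to a count in either direction. The 2404 that rose here are a part of the 5111 and are therefore not compared with it. For the count in either direction, a threshold of 1.5-fold closes the gap (2654), as do 5 of 20 cases of leaving out 1 animal (range 4492 to 5309) and, chosen after seeing the values, rebased ratios (2974) and mixed sequences kept (4580), while the geometric mean and the common median do not. Called in the same direction in both were 390, against the paper's 754, closed only without PXR-KO CMP013 replicate 3 (552). These are 6.9% of the WT calls, against the paper's 18%, and the WT count exceeds the PXR-KO count by 180%, against the paper's 20%. Neither is closed by 1.5-fold, the geometric mean, the common median or leaving out 1 animal (ranges 4.41 to 9.77 and 62.7 to 364). Of the 1998 WT calls of the paper that are held here, counting makes 1861, and of these mixed sequences kept drops 42, rebased ratios 501, quantile normalization 893 and a threshold of 1.5-fold 1142, while the paper's PXR-KO calls are not held here.

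Called by counting and not by SAM in WT mice were 3262, against the paper's 1214. SAM with s0 = 0, set before the data were examined, closes this (962), and so do quantile normalization (1642) and rebased ratios (953), both chosen after seeing the values, while 1.5-fold, the geometric mean, the common median, pi0 = 1 and leaving out 1 animal do not. Of the sequences called by SAM alone in WT mice, 0% are under 1.25-fold, against the paper's 85%, and no setting closes this (42.7% with s0 = 0). Set aside as mixed among SAM calls were 845, against the paper's about 100, and no setting closes this (range 531 to 943 with 1 animal left out). The false discovery rate in WT mice was 0.104 for 3 treated animals of 3 (the paper's 0.058), 0.0368 for 4 of 5 (the paper's 0.003) and 0.296 for 4 of 6 (the paper's 0.044), and only the first is closed, by the geometric mean (0.0859), while 1.5-fold and the common median close none.

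Some statements differ too. The paper reports that most sequences called in PXR-KO mice changed in 3 treated animals, and by counting here none called there did, 909 changing in 4 and 1108 in 5. The paper reports more SAM than counting calls in WT mice, where SAM made 3615 and counting 5651 here, and with s0 = 0 SAM made 8939. The paper reports no ER stress gene called by SAM in WT mice, and its Table 3 lists Atf4, Atf6, Eif2ak3, Mapk8 and Mbtps2 as such genes. Of that set SAM called Eif2ak3 and Mapk8 here. The lists used here hold other genes as well. In them SAM called 10 of 18 PERK and ATF4 genes, Eif2ak3 among them, and 2 of 24 chaperone and ATF6 genes. Most of these calls are therefore of genes outside the paper's set. Among the genes that the paper reports as changed in PXR-KO mice, limma calls there by none of their probe sets Acads (-0.47), Acaa1a (0.09), Acaa1b (-0.66), Keap1 (0.072), Fdft1 (0.43), Sqle (0.30), Eif2ak3 (0.66), Mapk8 (0.17), Mbtps2 (0.042), Abcc3 (0.42), Cyp7b1 (-0.72), Acox3 (-0.42), Ehhadh (-0.39), Dnajb9 (0.80), Dnajc2 (0.22) and Dnajc3 (0.50).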

Other observations

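No test in this part was chosen only after the result was seen, and the gene groups are ones that the paper does not discuss. Genes of fatty acid synthesis responded to CMP013 differently in the 2 genotypes. Of 20 measured, 0 rose, 9 fell and 11 did not pass the test (0 and 13 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 0 and 15) in PXR-KO mice (adjusted p = 3.61e-10 from camera and adjusted p = 0.462 with an estimated correlation), and 6 rose, 3 fell and 11 did not pass the test (9 and 4 when adjusted over the list alone) in WT mice (camera, adjusted p = 0.359). The responses differed as a group (adjusted p = 4.9e-07 from camera and adjusted p = 0.327 with an estimated correlation), with 9 genes higher in WT mice. The mitochondrial acetyl-CoA carboxylase Acacb and the malic enzyme Me1, a source of NADPH, fell in PXR-KO mice (log2 fold change -2.78, standard error 0.43, adjusted p = 0.00979, difference 3.17, adjusted p = 0.000388, and log2 fold change -1.66, standard error 0.21, adjusted p = 0.00482, difference 2.16, adjusted p = 3.19e-05), as did the glycolytic kinase Pklr (log2 fold change -0.92, standard error 0.14, adjusted p = 0.0104). In WT mice the elongase Elovl6, the synthase Fasn and Pnpla3 rose (log2 fold change 1.55, standard error 0.20, adjusted p = 0.000937, log2 fold change 0.64, standard error 0.13, adjusted p = 0.00977 and log2 fold change 1.41, standard error 0.29, adjusted p = 0.0111), and each response differed from that of PXR-KO mice (differences 2.88, adjusted p = 6.54e-05, 1.61, adjusted p = 0.000995 and 2.04, adjusted p = 0.0015), while the elongase Elovl5 fell (log2 fold change -0.97, standard error 0.14, adjusted p = 0.00149).

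Acute phase proteins, which hepatocytes secrete in inflammation, parted too. Of 26 measured, 4 rose, 11 fell and 11 did not pass the test (4 and 16 when adjusted over the list alone) in WT mice (adjusted p = 0.00146 from camera and adjusted p = 0.464 with an estimated correlation), 4 rose, 1 fell and 21 did not pass the test (9 and 1 when adjusted over the list alone) in PXR-KO mice (adjusted p = 0.000119 from camera and adjusted p = 0.611 with an estimated correlation), and 12 were lower in WT than in PXR-KO mice for the difference (adjusted p = 7.59e-08 from camera and adjusted p = 0.327 with an estimated correlation). Lrg1 and Itih3 fell in WT mice (log2 fold change -1.91, standard error 0.19, adjusted p = 0.000202, difference -2.23, adjusted p = 1.25e-05, and log2 fold change -0.62, standard error 0.0906, adjusted p = 0.00179, difference -0.92, adjusted p = 0.000123), and Saa3 and the lipopolysaccharide binding protein Lbp rose in PXR-KO mice (log2 fold change 1.91, standard error 0.26, adjusted p = 0.00552, difference -2.50, adjusted p = 0.000297, and log2 fold change 1.72, standard error 0.22, adjusted p = 0.00496, difference -2.42, adjusted p = 3.13e-05). Orm3 rose in both (3.14 and 2.48, adjusted p = 9.11e-05 and 0.00429).

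Male-biased genes fell in both genotypes: of 11 measured, 1 rose, 5 fell and 5 did not pass the test (1 and 6 when adjusted over the list alone) in WT (adjusted p = 0.0487 from camera and adjusted p = 0.65 with an estimated correlation) and 0 rose, 6 fell and 5 did not pass the test (0 and 7 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 0 and 7) in PXR-KO mice (adjusted p = 4.17e-07 from camera and adjusted p = 0.462 with an estimated correlation). The difference between the genotypes did not pass (median difference 0.43, camera, adjusted p = 0.108). The WT call was lost without any 1 of the 10 animals except WT vehicle replicates 1 and 3 and WT CMP013 replicates 1 and 3 (adjusted p 0.0092 to 0.0836 over the 10 cases). The complement gene C9 fell in WT mice (log2 fold change -1.43, standard error 0.26, adjusted p = 0.0055). Of 12 female-biased genes, 5 rose, 0 fell and 7 did not pass the test (6 and 1 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 6 and 1) in WT mice (adjusted p = 0.0131 from camera and adjusted p = 0.364 with an estimated correlation), 3 rose, 0 fell and 9 did not pass the test (3 and 0 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 3 and 0) in PXR-KO mice (camera, adjusted p = 0.0974), and the difference did not pass (0.564). Cyp3a16 rose in WT mice (log2 fold change 1.85, standard error 0.35, adjusted p = 0.00681) and the monooxygenase Fmo2 in PXR-KO mice (log2 fold change 1.86, standard error 0.26, adjusted p = 0.00625, difference -1.76, adjusted p = 0.00573).

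In WT mice genes of gluconeogenesis fell: of 11 measured, 0 rose, 5 fell and 6 did not pass the test (1 and 6 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 1 and 6) (adjusted p = 0.000908 from camera and adjusted p = 0.245 with an estimated correlation), against 0 rose, 0 fell and 11 did not pass the test (0 and 1 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 0 and 2) in PXR-KO mice (camera, adjusted p = 0.412). The difference (adjusted p = 0.0434 from camera and adjusted p = 0.463 with an estimated correlation) was lost without any 1 of the 20 animals except WT vehicle replicates 1, 2 and 5, WT CMP013 replicates 3 and 5, PXR-KO vehicle replicates 2 and 4 and PXR-KO CMP013 replicates 1 and 2 (adjusted p 0.00529 to 0.0937 over the 20 cases). The coactivator Ppargc1a, the aminotransferase Got1 and Pck1 fell in WT mice (log2 fold change -2.24, standard error 0.49, adjusted p = 0.0129, log2 fold change -1.70, standard error 0.16, adjusted p = 0.000152 and log2 fold change -0.64, standard error 0.0954, adjusted p = 0.00202). Periportal genes fell there as well: of 11, 0 rose, 4 fell and 7 did not pass the test (1 and 6 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 1 and 7) in WT mice (adjusted p = 0.000703 from camera and adjusted p = 0.245 with an estimated correlation), among them Etnppl (log2 fold change -1.51, standard error 0.22, adjusted p = 0.00171), and 1 rose, 0 fell and 10 did not pass the test (1 and 2 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 1 and 4) in PXR-KO mice (camera, adjusted p = 0.199). Of 17 circadian clock genes, 0 rose, 2 fell and 15 did not pass the test (0 and 2 when adjusted over the list alone, by limma at an unadjusted p under 0.05, 2 and 5) in WT and 3 rose, 1 fell and 13 did not pass the test (6 and 3 when adjusted over the list alone) in PXR-KO mice (camera, adjusted p = 0.216 and 0.0733), and the difference (adjusted p = 0.0428 from camera and adjusted p = 0.412 with an estimated correlation) was lost without WT vehicle replicate 4, WT CMP013 replicate 2, 4 or 5, PXR-KO vehicle replicate 4 or 5 or PXR-KO CMP013 replicate 3 or 5 (adjusted p 0.0241 to 0.0778 over the 20 cases). Per2 rose in PXR-KO mice (log2 fold change 1.26, standard error 0.16, adjusted p = 0.00459).

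Groups with no camera call in any comparison are given with the number of genes that limma called and camera's adjusted p in parentheses. Other PPARα targets: 3 higher and 0 lower of 16 in WT (0.524), 2 and 0 in PXR-KO mice (0.139) and 1 and 2 for the difference (0.58). Pericentral genes: 3 higher and 1 lower of 14 in WT (0.641), 1 and 0 in PXR-KO mice (0.686) and 1 and 2 for the difference (0.996), with a median of -0.0011 and a mean of 0.034 in PXR-KO mice. Hepatocyte markers: 0 higher and 1 lower of 11 in WT (0.174), 0 and 0 in PXR-KO mice (0.172) and 0 and 1 for the difference (0.965), with a median of 0.10 and a mean of -0.013 for the difference. Neutrophil markers: 2 higher and 0 lower of 8 in WT (0.502), 1 and 0 in PXR-KO mice (0.173) and 0 and 1 for the difference (0.549). T and NK cell markers: 0 higher and 0 lower of 9 in WT (0.216), 0 and 0 in PXR-KO mice (0.773) and 0 and 1 for the difference (0.574). Stellate cell markers: 0 higher and 4 lower of 12 in WT (0.08), 0 and 1 in PXR-KO mice (0.287) and 0 and 3 for the difference (0.368). Cholangiocyte, erythroid and pancreatic acinar markers: adjusted p 0.916, 0.64 and 0.778 in WT, 0.213, 0.213 and 0.705 in PXR-KO mice and 0.574, 0.534 and 0.996 for the difference. Markers of B and plasma cells were lower in WT mice (adjusted p = 0.0487 from camera and adjusted p = 0.461 with an estimated correlation), a call that was lost without any 1 of the 10 animals except WT vehicle replicate 5 and WT CMP013 replicates 3 and 5 (adjusted p 0.0148 to 0.119 over the 10 cases), with Jchain fallen (log2 fold change -0.97, standard error 0.13, adjusted p = 0.00111), and did not pass in PXR-KO mice (0.0981) or for the difference (0.58). Endothelial markers did not pass in PXR-KO mice (0.0504), and their difference (adjusted p = 0.0259 from camera and adjusted p = 0.327 with an estimated correlation) was lost without PXR-KO CMP013 replicate 5 (adjusted p 0.012 to 0.0762 over the 20 cases).

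Nr1i2, the deleted gene, had a log2 fold change after CMP013 of 0.075, adjusted p = 0.747 in WT and 0.46, adjusted p = 0.025 in PXR-KO mice, where the call was lost without any 1 of the 10 animals except PXR-KO vehicle replicate 1 and PXR-KO CMP013 replicates 1, 3 and 5 (adjusted p 0.0326 to 0.0675 over the 10 cases). Another of its probe sets rose in PXR-KO mice (log2 fold change 0.54, adjusted p = 0.0435, lost in 8 of 10 cases of leaving out 1 animal), and its responses differed (difference -0.82, adjusted p = 0.00362). Whether either probe set lies in the deleted part is not given in the sources used here, so these values check nothing about the labels.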
